# Sustained hyperglycemia specifically targets translation of mRNAs for insulin secretion

**DOI:** 10.1172/JCI173280

**Published:** 2024-02-01

**Authors:** Abigael Cheruiyot, Jennifer Hollister-Lock, Brooke Sullivan, Hui Pan, Jonathan M. Dreyfuss, Susan Bonner-Weir, Jean E. Schaffer

**Keywords:** Endocrinology, Metabolism, Beta cells, Islet cells, Translation

## Abstract

Pancreatic β cells are specialized for coupling glucose metabolism to insulin peptide production and secretion. Acute glucose exposure robustly and coordinately increases translation of proinsulin and proteins required for secretion of mature insulin peptide. By contrast, chronically elevated glucose levels that occur during diabetes impair β cell insulin secretion and have been shown experimentally to suppress insulin translation. Whether translation of other genes critical for insulin secretion is similarly downregulated by chronic high glucose is unknown. Here, we used high-throughput ribosome profiling and nascent proteomics in MIN6 insulinoma cells to elucidate the genome-wide impact of sustained high glucose on β cell mRNA translation. Before induction of ER stress or suppression of global translation, sustained high glucose suppressed glucose-stimulated insulin secretion and downregulated translation of not only insulin, but also mRNAs related to insulin secretory granule formation, exocytosis, and metabolism-coupled insulin secretion. Translation of these mRNAs was also downregulated in primary rat and human islets following ex vivo incubation with sustained high glucose and in an in vivo model of chronic mild hyperglycemia. Furthermore, translational downregulation decreased cellular abundance of these proteins. Our study uncovered a translational regulatory circuit during β cell glucose toxicity that impairs expression of proteins with critical roles in β cell function.

## Abstract 2

<p>Sustained hyperglycemia impairs translation of mRNAs critical for metabolism-coupled insulin secretion in beta-cells, prior to induction of ER stress or impairment of global translation.</p>

## Introduction

Diabetes results from failure of pancreatic β cells to secrete sufficient insulin to regulate glucose homeostasis. Progressive decline in β cell function occurs in the setting of hyperglycemia during the progression from early appearance of autoantibodies to frank type 1 diabetes, and during the evolution from compensated insulin resistance to type 2 diabetes (1, 2). In type 1 diabetes, intensive insulin therapy that restores normal glycemic levels increases stimulated C-peptide levels, a reflection of improved insulin biosynthesis and preserved β cell function (3). In patients with newly diagnosed type 2 diabetes, intensive short-term insulin therapy improves β cell function and long-term glycemic control (4, 5). These observations support the hypothesis that glucose toxicity contributes to decline in insulin production in diabetes.

β Cells are specialized to couple glucose metabolism not only to insulin secretion, but also to robust insulin peptide production. In response to an acute physiological rise in glucose, proinsulin mRNA translation rapidly increases within 30–60 minutes, without change in insulin mRNA abundance (6). This translational regulation requires sequences predicted to form a stem-loop structure within the 5′-untranslated region (5′-UTR) of the insulin mRNA that bind to protein factors in a glucose-dependent fashion (7). In addition to insulin, glucose acutely upregulates translation of proteins involved in glucose metabolism, insulin processing, secretory granule biogenesis, and insulin exocytosis, without causing an equivalent increase in total protein synthesis (8–11). Given that newly synthesized insulin is preferentially released initially, this mRNA translational program supports physiological increases in glucose-stimulated insulin secretion (GSIS) following brief exposures to high glucose (12).

By contrast, persistently elevated glucose impairs GSIS and insulin translation. Among obese subjects, GSIS decreases with increasing plasma glucose area under the curve in a 3-hour oral glucose tolerance test, without change in insulin sensitivity (13). Ex vivo incubation of isolated human or rodent islets over 1 week in medium containing high glucose also impairs GSIS and inhibits translation of proinsulin (14, 15). The impact of sustained high glucose on GSIS in cadaveric human islets is apparent as early as 2 days after exposure to high glucose, a time point at which impairment is reversible, associated with only modest transcriptomic changes, and without evidence for ER stress (16). Sustained exposure of insulinoma cells and isolated islets to high concentrations of glucose and saturated fatty acids to model the metabolic stress of type 2 diabetes increases translation of JUND, a transcriptional regulator of β cell apoptosis, and induces ER stress (17, 18). However, it is not known whether sustained high glucose alone initiates programmatic regulation of translation prior to induction of ER stress.

Given the importance of translational regulation in GSIS, we sought to gain insight into the impact of sustained glucose elevation on genome-wide β cell mRNA translation. Using complementary high-throughput approaches in a MIN6 model and validating our findings in primary isolated islets ex vivo and in an in vivo model of hyperglycemia, we show that chronic glucose excess coordinately downregulates translation of genes that function in metabolism-coupled insulin secretion.

## Results

### Sustained high glucose impairs insulin translation independent of ER stress.

Exposure of primary isolated human or rat islets to high glucose for 1 week increases basal secretion and impairs GSIS in human and rodent islets (14, 15, 19). We cultured hand-picked isolated primary rat islets in medium containing 16.7 mM glucose versus 5.5 mM glucose. Islets were then rested in medium with 2.8 mM glucose for 1 hour before assaying for GSIS (Figure 1A). Compared with low glucose, islets incubated in high glucose for only 4 days had increased basal insulin secretion (Figure 1B). Although the amount of insulin secreted following stimulation increased in islets exposed to sustained high glucose, the stimulation index was decreased by 69% (Figure 1B), without impact on total islet insulin content (Figure 1C). Shorter incubations in high glucose did not decrease GSIS (not shown). Exposure to high glucose over 4 days did not cause dedifferentiation or transdifferentiation, as expression of β cell identity genes was similar between the 2 glucose conditions (Figure 1D). Although global protein synthesis was unchanged between the glucose conditions (Figure 1E), sustained high glucose decreased the rate of insulin synthesis (Figure 1F). Pancreatic β cells are particularly susceptible to increased ER stress, and prolonged ER stress is detrimental to β cell function (20, 21). However, treatment with high glucose over 4 days did not increase the phosphorylation of PERK or expression of ATF4, well-established upstream regulators of ER stress (Figure 1G). Thus, 4 days of exposure to sustained high glucose decreased translation of insulin before suppression of global protein synthesis, compromised β cell identity, or sustained engagement of the unfolded protein response pathway.

### MIN6 cells model chronic high glucose effects on islet insulin translation.

Pancreatic islets are micro-organs that consist of several cell types, including glucagon-containing α cells, somatostatin-containing δ cells, and polypeptide-producing PP cells, in addition to insulin-producing β cells. To delineate the effects of chronic high glucose specifically on β cells and to identify a system that more readily provides sufficient material for high-throughput analyses, we modeled chronic high glucose exposure in early-passage MIN6 insulinoma cells that support robust GSIS (22). These cells are typically propagated in 25 mM glucose to sustain rapid cell growth but can be maintained for limited periods in lower glucose with slower growth. Following incubation for 24 hours in 5.5 mM glucose, stimulatory glucose caused a 10-fold increase in insulin secretion (Figure 2, A and B). Basal insulin secretion did not increase in MIN6 cells maintained in high glucose, contrary to observations in islets. However, similarly to observations in islets, the stimulation index was decreased by 59% by high glucose (Figure 2B). Although high glucose decreased insulin content of MIN6 cells, the impact of sustained high glucose on GSIS remained significant even when secretion was calculated as a percentage of insulin content (Figure 2, C and D). This did not reflect a general response to increased osmolarity, since incubation in low-glucose medium supplemented with mannitol did not decrease GSIS (Figure 2E). As observed in rat islets, β cell identity markers were similar in both glucose conditions, and sustained high glucose specifically decreased insulin translation without affecting global protein synthesis or inducing ER stress (Figure 2, F–I). Taken together, these results demonstrate that 24-hour treatment of MIN6 cells with 25 mM glucose versus 5.5 mM glucose models the effects of sustained high glucose on GSIS and insulin mRNA translation in primary islets.

### Ribosome profiling identifies broad impact of sustained high glucose on gene-specific mRNA translation.

Incubation of MIN6 cells or islets in high-glucose medium supplemented with high concentrations of the saturated fatty acid palmitate induces ER stress and has profound effects on mRNA translation (17, 18). To determine the genome-wide effects of sustained high glucose alone on β cell mRNA translation in the absence of ER stress, we compared the translatome of MIN6 cells in low versus high glucose by ribosome profiling. This RNA sequencing method is based on the principle that more efficiently translated mRNAs are associated with more ribosomes and therefore generate more ribosome-protected footprints (RPFs) upon nuclease digestion. Both RPF and total RNA libraries were sequenced from cells following treatment for 24 hours with 25 mM versus 5.5 mM glucose (Figure 3A). 

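MIN6 cells, a mouse insulinoma line that secretes insulin in response to glucose, were kept for 24 hours in 5.5 or 25 mM glucose. The deposited data hold 8 cultures per glucose concentration, prepared in 2 batches of 4 cultures per concentration (replicates 1 to 4 and 5 to 8). Each culture gave an RPF library and a library of polyadenylated RNA, so that 32 libraries were compared. The authors removed ribosomal RNA reads and PCR duplicates, aligned the rest to the mouse genome (Ensembl release 102) and counted reads over the exons or truncated coding sequences of 1 transcript per protein-coding gene, its longest; the methods do not say which of these served which library type. The files hold these counts as whole numbers without normalization. Total counts ranged from 3014785 to 17542565 in the 5.5 mM RNA libraries, from 16423766 to 33623502 in the 25 mM RNA libraries, from 392529 to 7012999 (median 990250) in the 5.5 mM RPF libraries and from 363569 to 3283379 (median 983913) in the 25 mM RPF libraries. Here, counts were scaled by TMM within each library type, genes with too few counts were left out with edgeR's filterByExpr, and 25 mM was compared with 5.5 mM by edgeR's quasi-likelihood test with batch as a covariate. Levels are given as CPM after this scaling, and changes as the log2 ratio of 25 over 5.5 mM with the standard error (SE).

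The abundance of the insulin mRNAs set some RNA libraries apart. Ins1 and Ins2, the insulin genes of the mouse, took 3.98% to 6.51% of the counts in the 8 RNA libraries at 25 mM and 4.40% to 8.08% in 3 of those at 5.5 mM (replicates 1, 3 and 5). In the other 5 RNA libraries at 5.5 mM (replicates 2 and 4 of the first batch and 6, 7 and 8 of the second), they took 0.159% to 1.09%. These 5 samples were the RNA libraries of lowest depth, with 3014785 to 6907849 counts, against 13795978 or more in every other RNA library. Lars2, the gene of the mitochondrial leucyl-tRNA synthetase, had 6250 to 66966 CPM in them, here without TMM scaling. It had 656 to 7287 CPM in the other 3 at 5.5 mM and 426 to 2001 CPM at 25 mM. In the RPF libraries Lars2 had 17.2 to 37.7 CPM throughout, so this difference in RNA counts was not seen in RPFs. The median correlation of the 5 across genes with the 25 mM RNA libraries was 0.597 to 0.688, against 0.847 to 0.979 for the other 3. Among the 25 mM libraries it was 0.978 to 0.991. Genes are not independent replicates.

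Among the RPF libraries, the one labelled 25 mM replicate 8 stood apart from the other 25 mM libraries in genes that responded to glucose. Trib3, a pseudokinase induced by the stress factor ATF4, had 35.3 CPM in it, against 3.90 to 11.1 CPM in the other 25 mM RPF libraries and 24.2 to 50.7 CPM at 5.5 mM. Dusp6, a phosphatase that restrains ERK, had 16.9 CPM in it, against 76.0 to 117.9 CPM at 25 mM and 3.96 to 18.2 CPM at 5.5 mM. Kdelr3, a receptor that returns chaperones to the ER, had 15.5 CPM in it, against 42.5 to 60.5 CPM and 4.48 to 11.9 CPM. On a scale over 1938 genes called in the first batch alone, on which the 5.5 mM RPF libraries of the second batch average 0 and its other 25 mM libraries average 1, this library lay at 0.0725. Every comparison was also run without the 5 RNA libraries, without this RPF library or, for translation efficiency, without these 6 libraries. These alternatives were chosen after seeing the data. Without the 5, only 3 RNA libraries remained at 5.5 mM, 2 of the first batch and 1 of the second, and these differed among themselves.

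**Figure D1:**
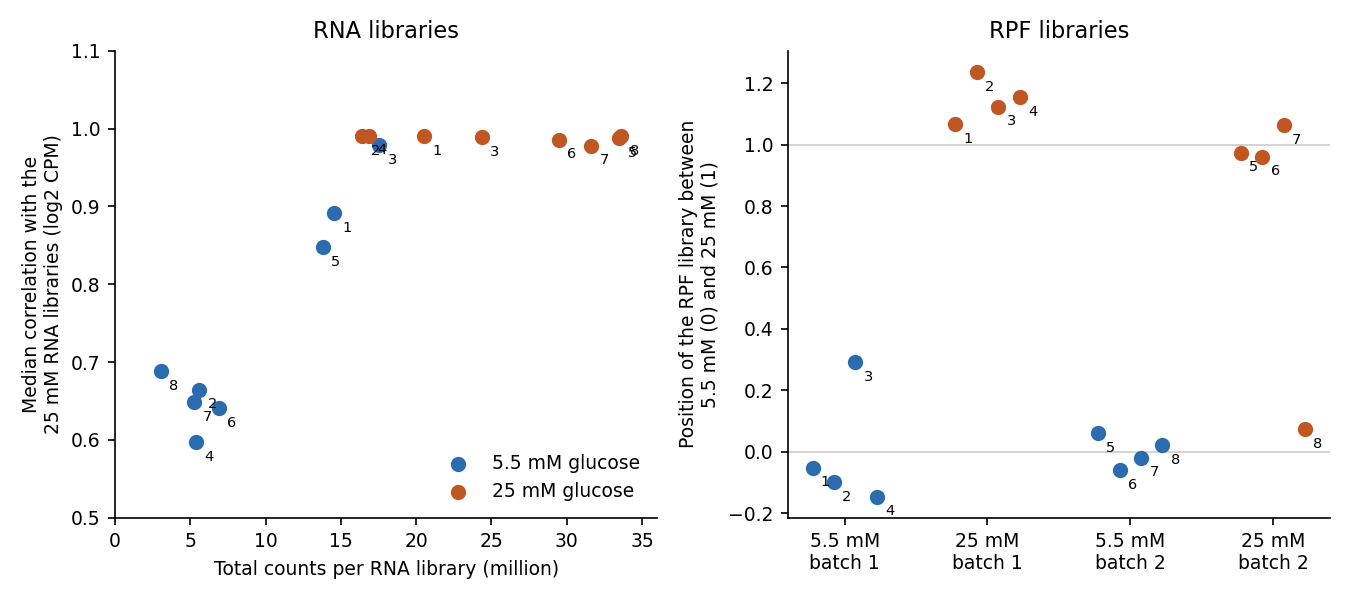
Median correlation of each RNA library with the 25 mM RNA libraries against its total counts (left), and position of each RPF library between the 5.5 mM (0) and 25 mM (1) libraries (right), with the replicate number beside each point. The position was taken over genes selected as changed in the first batch alone, so that batch is separated by construction. The 5 RNA libraries of lowest depth lie between 0.597 and 0.688 on the left, and the RPF library labelled 25 mM replicate 8 lies at 0.0725 on the right.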

As observed in other ribosome profiling studies of mammalian cells (23), peak RPF fragment sizes were 30–35 bp, RPFs were enriched for open reading frames of genes compared with mRNAs, and RPF sequences showed triplet periodicity (Figure 3, B–D).

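The largest RNA increases among abundant genes were those of Dusp6, Sec24d, Golph3, Txnip and Sec23b. In each comparison, abundant genes are called genes with mean expression above the median of the genes tested and the same sign in both batches. Txnip, the glucose-induced inhibitor of thioredoxin, rose from 15.1 ± 14.6 to 123 ± 15.0 CPM (SD, n = 8), a log2 fold change of 3.10 (SE 0.46, adjusted p = 8.4e-05 from edgeR's quasi-likelihood test). RNA of Dusp6, the ERK phosphatase, rose from 4.47 ± 3.39 to 79.2 ± 25.1 CPM, and that of Etv5, an ERK-induced transcription factor, from 5.64 ± 2.09 to 43.3 ± 2.29 CPM, in both cases above every 5.5 mM library in 8 of 8 libraries (log2 fold changes 3.97 and 2.90, adjusted p = 4.8e-05 and 1.5e-06). Sec24d and Sec23b, coat proteins of vesicles that leave the ER, had log2 fold changes of 3.23 and 3.09 (adjusted p = 8.7e-05 and 7.3e-04), and Golph3, a Golgi protein, one of 3.13 (adjusted p = 2.3e-04). The largest decreases among abundant genes were those of Gm10277 (-9.22), Timp4 (-7.07), Nup210l (-6.82), Kcnmb1 (-6.49) and Rp9 (-6.22). The decreases of Gm10277 and Rp9 were smaller without the 5 RNA libraries that stood apart. Their log2 fold changes were then -5.26 and -2.57 (adjusted p = 5.2e-04 and 8.3e-04 from edgeR's quasi-likelihood test).

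Gene lists, written before the deposited counts were examined (those of the stress branches and ERK targets after leading rows of the paper's supplementary tables had been read), were tested against all other genes with limma's cameraPR at a preset correlation of 0.01, and a list was called at an adjusted p under 0.05. Of 88 genes of ER-to-Golgi transport, 41 were higher and 5 lower at 25 mM (43 and 5 when adjusted over the list alone), with a median log2 fold change of 0.93 (adjusted p = 1.3e-04, adjusted p = 0.56 with an estimated correlation). Of 58 genes that carry transcripts to the cytoplasm, 18 were higher and 5 lower (18 and 5 adjusted over the list alone, median 0.90, adjusted p = 0.003, and adjusted p = 0.56 with an estimated correlation). Of 36 genes of the TCA cycle and pyruvate entry, 8 were higher and 2 lower (4 and 2 adjusted over the list alone, median 1.00, adjusted p = 0.0099, and adjusted p = 0.59 with an estimated correlation). Without the 5 RNA libraries the median was 0.51 for ER-to-Golgi transport and 0.31 for transcript transport, with both lists still called (36 and 9 genes higher), while for the TCA cycle it was 0.17 and the list was not called (adjusted p = 0.16). Under library size scaling the lists of transcript transport and the TCA cycle lost their call (adjusted p = 0.063 and 0.14). Genes of chromatin organization went the other way, with 51 of 118 lower and 11 higher (51 and 12 adjusted over the list alone, median -0.49, but 0.48 under library size scaling, adjusted p = 0.006, and adjusted p = 0.56 with an estimated correlation). Kdm5a, a histone demethylase, fell by 4.27 on the log2 scale (adjusted p = 6.8e-05), and by 1.87 without the 5 RNA libraries, where the list was no longer called (adjusted p = 0.66). Cytosolic ribosomal protein genes were lower in 20 of 81 cases and higher in 0 (20 and 0 adjusted over the list alone, median -0.47, but 0.11 under library size scaling, adjusted p = 0.008, and adjusted p = 0.64 with an estimated correlation). Without the 5 RNA libraries, 66 were lower (median -1.06). Rps19, a protein of the small subunit, fell by 2.19 on the log2 scale (SE 0.29, adjusted p = 6.4e-05).

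Across 12365 genes tested, 2032 were higher and 2998 lower at an adjusted p under 0.01 from edgeR's quasi-likelihood test. Within the first batch edgeR called 0 genes (3526 had an unadjusted p under 0.05), and within the second batch 2121 higher and 2531 lower. The count of higher genes was 1342 without the 5 RNA libraries (891 of them among the 2032), and 1024, 1133 or 1133 when replicate 6, 7 or 8 was left out. Library size scaling in place of TMM moved the median of all genes by 0.71 on the log2 scale and called 2175 higher and 1342 lower genes.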

Sustained high glucose had substantial impact on the transcriptome (Figure 3E and Supplemental Table 1 [supplemental material available online with this article; https://doi.org/10.1172/JCI173280DS1] for 7,117 genes that met FDR < 0.01), consistent with prior studies (16). We observed greater representation of 3′-UTR reads in the transcriptome under high glucose conditions (Figure 3C), suggesting that transcriptionally upregulated genes may have longer 3′-UTR sequences. 

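Several gene groups were called in RPFs at 25 mM glucose. Of 84 genes of ER-to-Golgi transport, RPFs were higher for 48 and lower for 4 (49 and 4 adjusted over the list alone), with a median log2 fold change of 0.34 (adjusted p = 1.3e-13 from cameraPR, and adjusted p = 0.18 with an estimated correlation). Surf4, a cargo receptor of the early secretory pathway, rose from 467 ± 62.7 to 895 ± 189 CPM (SD, n = 8, log2 fold change 0.93, SE 0.12, adjusted p = 7.4e-06 from edgeR's quasi-likelihood test), and the small GTPase Arf4 from 186 ± 22.1 to 312 ± 46.8 CPM (adjusted p = 5.0e-06). RPFs rose for 30 of 39 cytosolic ribosomal proteins and fell for 0 (36 and 0 adjusted over the list alone, median 0.56, adjusted p = 1.0e-11, and adjusted p = 0.19 with an estimated correlation), among them Rplp0 of the ribosomal stalk with a log2 fold change of 0.84 (adjusted p = 4.1e-05). Of this list 81 genes were tested in RNA and only 39 in RPFs, so the RPF values cover a part of it. Of 25 genes of insulin processing and granule proteins, 12 were higher and 3 lower (the same numbers adjusted over the list alone, median 0.18, adjusted p = 0.0023, and adjusted p = 0.22 with an estimated correlation). The risers include Vgf, a granule peptide precursor (1.29), the disulfide isomerase P4hb (0.77), the amidating enzyme Pam (0.74), the prohormone convertase Pcsk1 (0.59) and islet amyloid polypeptide, Iapp (0.72, adjusted p = 2.9e-06, 1.9e-05, 1.1e-04, 1.0e-04 and 1.4e-04).

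Nuclear-encoded genes of the electron transport chain were higher in 25 of 69 cases and lower in 0 (26 and 0 adjusted over the list alone, median 0.20, adjusted p = 1.4e-06, and adjusted p = 0.26 with an estimated correlation), among them Uqcr10 of complex III (0.76, adjusted p = 4.1e-04). Replication-dependent histones were higher in 19 of 47 cases and lower in 0 (23 and 0 adjusted over the list alone, median 0.37, adjusted p = 1.4e-07, and adjusted p = 0.26 with an estimated correlation), among them Hist2h2bb (0.75, adjusted p = 4.7e-05). Translation initiation and elongation factors were higher in 16 of 44 cases and lower in 2 (20 and 3 adjusted over the list alone, median 0.20, adjusted p = 0.0026, and adjusted p = 0.22 with an estimated correlation). Genes of chromatin organization fell in 41 of 115 cases and rose in 2 (47 and 4 adjusted over the list alone, median -0.22, adjusted p = 1.6e-06, and adjusted p = 0.19 with an estimated correlation), with the nucleosome remodeller Chd4 from 824 ± 92.1 to 599 ± 94.9 CPM (log2 fold change -0.46, adjusted p = 2.9e-04). RPFs of glucose metabolism (4 higher and 7 lower of 43), the TCA cycle (3 and 5 of 33), granule exocytosis (9 and 10 of 46), RNA splicing (8 and 14 of 104), deubiquitination (8 and 15 of 85) and M phase (25 and 21 of 145) were not called as lists.

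Among abundant genes, the largest increases were those of Plekhh2 (2.65), the oxytocin receptor Oxtr (2.05), the ERK phosphatase Dusp4 (2.02), Tent5a, which extends poly(A) tails (1.85), and the ER prolyl isomerase Fkbp11 (1.69); the SEs were 0.76, 0.23, 0.21, 0.19 and 0.18. Plekhh2 had 732 ± 1800 CPM at 25 mM (SD, n = 8), lay above every 5.5 mM library in 2 of 8, and had a log2 fold change of 1.18 without replicate 6. The largest decreases among these abundant genes were those of Chac1, which degrades glutathione and is induced by ATF4 (-1.31), the neutral amino acid transporter Slc1a4 (-1.28), the glutathione transferase Gstm1 (-1.27), the ER calcium channel Itpr1 (-1.27) and Tenm2 (-1.19), each below every 5.5 mM library in 7 of 8 libraries at 25 mM. RPFs of Txnip rose as well (1.30, adjusted p = 4.6e-06).

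Of 8709 genes tested, 1351 were higher and 1338 lower at an adjusted p under 0.1 from edgeR's quasi-likelihood test. Within the first batch alone 1152 were higher and 978 lower, and within the second batch, which holds the library labelled 25 mM replicate 8, 197 and 94. Leaving out replicate 2 gave 876 lower genes, and without that 1 RPF library 1627 were higher and 1572 lower (1333 and 1295 of them called with it). Without the 5 cultures whose RNA library stood apart, 610 were higher and 462 lower, with 7 of 44 ribosomal proteins, 5 of 69 genes of the electron transport chain and 32 of 85 of ER-to-Golgi transport higher and 7 of 116 of chromatin organization lower (medians 0.44, 0.19, 0.31 and -0.19), and each of these 4 lists was still called.

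**Figure D2:**
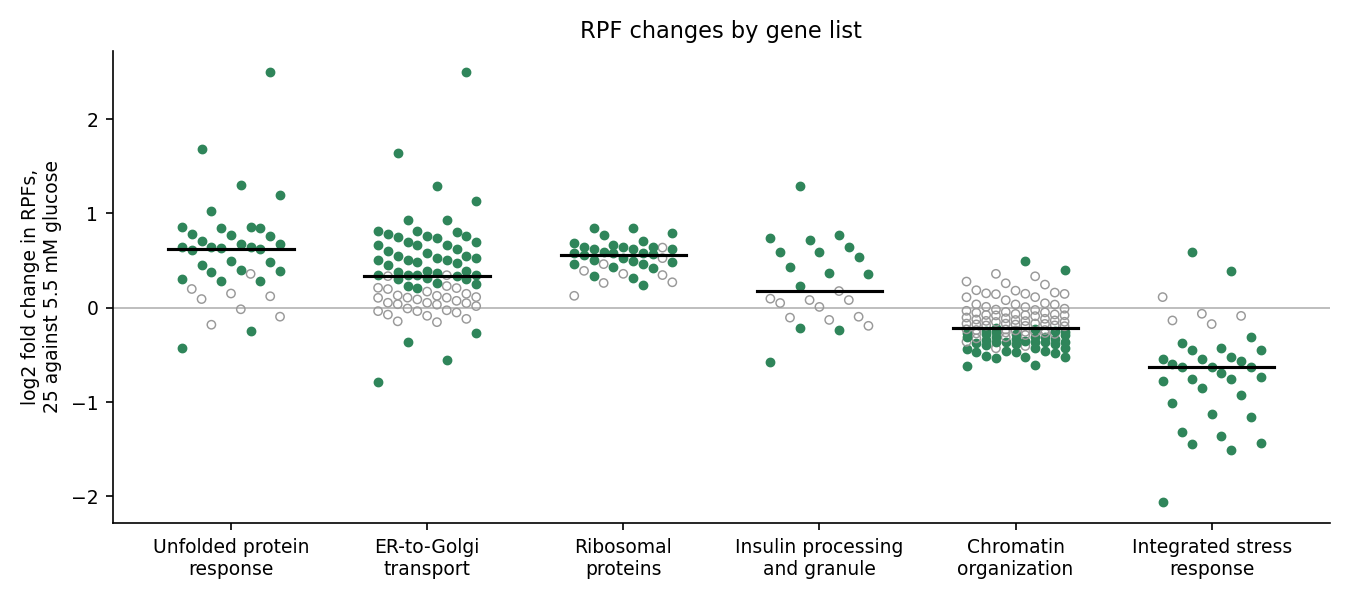
Log2 fold change in RPFs (25 over 5.5 mM) of each gene of 6 lists, with filled points for genes called at an adjusted p under 0.1 and a bar at the median. The bar lies at 0.56 for ribosomal proteins, 0.34 for ER-to-Golgi transport and -0.22 for chromatin organization.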

There were also many changes in the translatome that met FDR < 0.1 (Figure 3F and Supplemental Table 2 for 2,728 genes that met FDR < 0.1). To identify genes for which glucose treatment specifically altered mRNA translation regulation, we calculated translation efficiency (TE) as the ratio of normalized RPF reads to normalized total mRNA reads per gene (Figure 3G). This measure accounts for changes in transcription and enables identification of genes for which changes in translation do not simply parallel changes in mRNA abundance. 

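Insulin illustrates how the ratio was formed. At 5.5 mM glucose Ins2 had 95618 ± 12011 RPF CPM and 16659 ± 17062 RNA CPM (SD, n = 8), and at 25 mM 89553 ± 16476 and 30882 ± 4364 CPM. The log2 of RPF over RNA CPM, each with a pseudocount of 0.5 CPM, was then 3.26 ± 1.81 at 5.5 mM and 1.52 ± 0.255 at 25 mM over the 8 cultures. For Slc2a2, the glucose transporter of rodent β cells, it was 2.67 ± 0.732 and 1.48 ± 0.406. A change in TE was tested as the interaction of library type and glucose in 1 edgeR model of all 32 libraries, with batch within each library type, over the 8637 genes that passed the filter in both. Data of the same design and depth were simulated with each gene drawn independently, so without the shared difference of the 5 RNA libraries. In them, the test found 91.4% of genes with a 4-fold change in TE and 22.6% of those with a 2-fold change. For a 1.5-fold change it found 7.81%. In RPFs alone these shares were 100.0%, 95.2% and 76.6%.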

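TE of the remodeller Chd4 rose by a log2 fold change of 4.80 while its RPFs fell, and TE of the vesicle coat protein Sec23b had -2.65 while its RNA rose. Among the 2697 genes with higher TE, RNA was lower for 1953 and higher for 2, while RPFs were higher for 389, lower for 445 and not called for 1863. Among the 2473 genes with lower TE, RNA was higher for 1443 and lower for 0 by edgeR, while RPFs were lower for 434, higher for 338 and not called for 1701. The median log2 fold change of RPFs was -0.025 for genes with higher TE and -0.043 for genes with lower TE, against -1.55 and 1.26 in RNA. Across 8637 genes, the log2 fold changes had an SD of 1.48 in RNA, 0.366 in RPFs and 1.43 in TE. Across genes, which are not independent replicates, Pearson's r of the change in TE was -0.968 with that in RNA and -0.017 with that in RPFs, and r between RNA and RPFs was 0.264. The change in TE is that in RPFs less that in RNA, so a negative r with RNA is partly built in. With the 6 libraries left out that stood apart, the SD of the change in RNA was 0.750 and that in TE 0.747, and r of TE was -0.849 with RNA and 0.248 with RPFs.

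**Figure D3:**
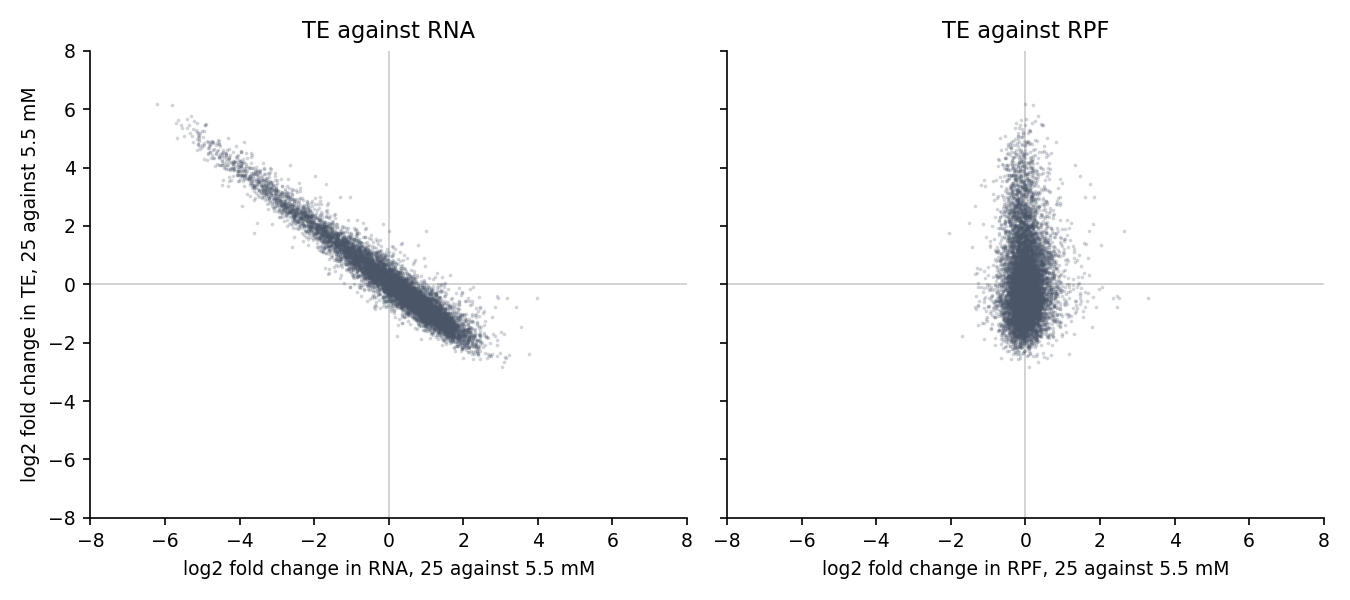
Log2 fold change in TE of each gene against that in RNA and in RPFs (25 over 5.5 mM), with 1 point per gene. Pearson's r across the 8637 genes is -0.968 with RNA and -0.017 with RPFs. The change in TE is formed from the other 2 changes, RPFs less RNA, so the axes are not independent.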

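Among abundant genes, TE rose most for the histone gene Hist2h4 (log2 fold change 6.13, SE 0.77), the Arf GTPase-activating protein Smap1 (5.78, SE 0.71), the splicing factors Luc7l3 (5.64, SE 0.76) and Rbm25 (5.52, SE 0.78) and Eef2kmt, which methylates an elongation factor (5.47, SE 0.73). Transcripts of replication-dependent histones lack a poly(A) tail, so polyadenylated RNA may not reflect the mRNA of Hist2h4. It fell most for the zinc finger protein Zfp207 (-2.82, SE 0.70), for Sec23b (SE 0.61), for the mitotic kinase Bub1 (-2.57, SE 0.49), for Golph3 of the Golgi (-2.52, SE 0.55) and for Tm9sf2 (-2.46, SE 0.56). The adjusted p from edgeR's quasi-likelihood test was 6.0e-06 for Hist2h4 and 0.0016 for Zfp207. Log2 TE of Luc7l3 varied widely between the 5.5 mM cultures, at -4.89 ± 2.88 against -0.378 ± 0.443 at 25 mM (SD, n = 8). Leaving out the 6 libraries that stood apart, the log2 fold changes were 2.98 for Hist2h4, 2.41 for Smap1, 1.82 for Luc7l3, -1.51 for Zfp207 and -1.59 for Bub1, each past the test.

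In all, 2697 of 8637 genes had higher and 2473 lower TE at an adjusted p under 0.1. Without the 6 libraries 2515 were higher and 2407 lower, of which 1446 and 1575 were also called with them. The median log2 fold change of the genes called with all libraries moved from 1.62 to 0.53 and from -1.16 to -0.60. With only the RNA libraries of lowest depth left out, 78.0% of the genes called higher kept their sign, and 183 were called lower. Of the genes called lower, 97.6% kept their sign and 0 were called higher. Within the first batch 829 were higher and 24 lower, and within the second 1832 and 1950. Library size scaling in place of TMM moved the median change of all genes in TE by -0.83 and called 1147 higher and 4208 lower.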

Using FDR < 0.1, we found that sustained high glucose upregulated the TE of 3,393 genes and downregulated the TE of 3,382 genes (Supplemental Table 3). Among genes for which TE was upregulated by chronic high glucose, pathways related to chromatin organization, RNA splicing, translation, deubiquitination, and M phase of the cell cycle were overrepresented (Figure 3H). 

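Of 39 cytosolic ribosomal protein genes, 25 were higher and 0 lower (the same numbers adjusted over the list alone) in TE, with a median log2 fold change of 1.08 (adjusted p = 7.5e-05 from cameraPR, and adjusted p = 0.65 with an estimated correlation). In RNA 81 genes of this list were tested, so TE covers a part of it. Rps15, a protein of the small subunit, had a log2 fold change in TE of 2.94 (SE 0.37, adjusted p = 6.0e-06 from edgeR's quasi-likelihood test), and one of 2.49 without the 6 libraries that stood apart, where 41 of 43 genes of this list were higher (median 1.57). Of 44 initiation and elongation factors, 22 were higher and 6 lower (the same numbers adjusted over the list alone), with a median of 0.48, but -0.33 under library size scaling (adjusted p = 0.022, and adjusted p = 0.65 with an estimated correlation); Eif5b, which joins the ribosomal subunits, had 4.79 (1.58 without the 6 libraries). Of 115 genes of chromatin organization, 54 were higher and 17 lower (the same numbers adjusted over the list alone), with a median of 0.40, but -0.56 under library size scaling (adjusted p = 0.01, and adjusted p = 0.65 with an estimated correlation). TE of the acetyltransferase Crebbp had a log2 fold change of 4.54 (SE 0.65, adjusted p = 7.5e-06) and that of Chd4 an SE of 0.71 (adjusted p = 8.6e-06). With the 6 libraries left out Crebbp had 1.41 and Chd4 1.05, and the chromatin list had 33 higher and 36 lower of 116 (median 0.0049) with adjusted p = 0.83. Replication-dependent histones had higher TE in 15 of 26 cases and lower in 0 (median 1.40, adjusted p = 0.0016, and adjusted p = 0.65 with an estimated correlation), and in 18 of 31 without the 6 libraries (median 0.86). Transcripts of these histones lack a poly(A) tail, so the RNA part of their TE may not reflect their mRNA. Under library size scaling ribosomal proteins and histones kept their call, and the factors and chromatin organization lost it (adjusted p = 0.089 and 0.054).

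RNA splicing, deubiquitination and M phase were not called as lists. Of 104 genes of RNA splicing, 48 were higher and 29 lower (48 and 33 adjusted over the list alone) (median 0.31, but -0.57 under library size scaling, adjusted p = 0.14), among them Srsf11 with a log2 fold change of 5.11 (1.83 without the 6 libraries). Of 85 genes of deubiquitination, 36 were higher and 26 lower (36 and 28 adjusted over the list alone) (median 0.15, but -0.82 under library size scaling, adjusted p = 0.64). The ubiquitin protease Usp34 had 3.88 (0.71 without the 6 libraries), and Usp33 had -1.38. Over this list the median was -0.23 without the 6 libraries, with 18 higher and 31 lower. Of 145 genes of M phase, 61 were lower and 40 higher (61 and 41 adjusted over the list alone) (median -0.38, adjusted p = 0.26), with Cenpm of the centromere at 3.00 (adjusted p = 6.0e-06). Leaving out the 6 libraries M phase had 31 higher and 56 lower of 148 (median -0.26) and was called as lower (adjusted p = 0.035).

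In RNA, the median log2 difference between the 5 RNA libraries of lowest depth and the other 3 at 5.5 mM was -0.38 over all genes. By group it was 1.05 for chromatin organization, 0.39 for histones, 0.28 for splicing and 0.46 for deubiquitination. The factors had -0.19, M phase -0.18 and ribosomal proteins -1.34. Within batches, the median change in TE was 1.12 and 0.85 for ribosomal proteins (first and second batch), 0.62 and 0.37 for the factors, 0.44 and 0.54 for chromatin organization and 0.52 and 2.65 for histones.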

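TE of genes of the TCA cycle and pyruvate entry was lower for 17 of 33 and higher for 3 (17 and 3 adjusted over the list alone), with a median log2 fold change of -0.89 (adjusted p = 0.017 from cameraPR, and adjusted p = 0.65 with an estimated correlation). Dld, a subunit shared by the pyruvate and oxoglutarate dehydrogenases, had -1.65 (SE 0.39, adjusted p = 0.001 from edgeR's quasi-likelihood test), and the mitochondrial malic enzyme Me2 had -0.79 (SE 0.21, adjusted p = 0.0025). Of 54 genes that carry transcripts to the cytoplasm, 30 were lower and 7 higher (the same numbers adjusted over the list alone), with a median of -0.91 (adjusted p = 0.01, and adjusted p = 0.65 with an estimated correlation); the nuclear pore proteins Nup160 (-1.80) and Nup155 (-1.38) fell, and Thoc2 of the export complex rose (4.72). Genes of ER-to-Golgi transport were lower in 33 and higher in 16 of 84 cases (33 and 16 adjusted over the list alone, median -0.44, adjusted p = 0.067, not called as a list). Among them, the vesicle coat protein Sec24d had -2.42 (adjusted p = 1.4e-04), the Golgi tether Cog5 -1.49 (9.2e-05) and the GTPase Arf5 2.30 (1.3e-05).

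Glucose metabolism had 17 lower and 6 higher of 43 (17 and 6 adjusted over the list alone, median -0.54, adjusted p = 0.09). Insulin processing and granule proteins had 6 lower and 5 higher of 25 (6 and 5 adjusted over the list alone, median -0.51, adjusted p = 0.33). In this list the granins Chga and Chgb rose in TE (2.52 and 2.65, 0.43 and 0.51 without the 6 libraries that stood apart) and the zinc transporter Slc30a7 fell (-0.98, -0.67 without them).

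Without the 6 libraries none of these lists was called: the TCA cycle had 2 higher and 12 lower of 34 (median -0.11) with adjusted p = 0.28, transcript transport 6 higher and 19 lower of 56 (median -0.13) with adjusted p = 0.086, ER-to-Golgi transport 26 higher and 26 lower of 85 (median -0.048), glucose metabolism 12 higher and 12 lower of 44 (median 0.11), and insulin processing 6 higher and 6 lower of 25 (median -0.071). In RNA at 5.5 mM, the 5 RNA libraries of lowest depth differed from the other 3 by a median log2 of -1.82 for the TCA cycle, -1.298 for transcript transport, -1.07 for ER-to-Golgi transport, -1.01 for glucose metabolism and -1.14 for insulin processing. The median change in TE was -0.61 in the first and -1.17 in the second batch for the TCA cycle, and -0.58 and -1.18 for transcript transport; both lists lost their call under library size scaling (adjusted p = 0.20 and 0.13).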

Among genes for which TE was downregulated by chronic high glucose, pathways important for β cell function including insulin processing, ER-to-Golgi transport, glucose metabolism, and TCA cycle were overrepresented (Figure 3I). Thus, independent of ER stress or change in global protein synthesis rates, sustained high glucose had genome-wide effects on translation. Moreover, in addition to insulin, sustained high glucose downregulated translation of other genes required for metabolism-coupled insulin secretion.

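Markers of both stress branches changed, in opposite directions. RPFs of the targets of XBP1 and ATF6, the ER folding arm of the unfolded protein response, were higher for 30 of 40 and lower for 2 (the same numbers adjusted over the list alone), with a median log2 fold change of 0.62 (adjusted p = 6.4e-17 from cameraPR, and adjusted p = 0.18 with an estimated correlation). Kdelr3 rose from 8.07 ± 2.81 to 45.9 ± 13.9 CPM (SD, n = 8, log2 fold change 2.50, SE 0.22, adjusted p = 7.2e-08 from edgeR's quasi-likelihood test) and Edem2, which directs misfolded glycoproteins to degradation, from 64.8 ± 10.9 to 159 ± 34.5 CPM (adjusted p = 8.2e-07). RPFs of ATF4 targets of the integrated stress response were lower for 29 of 36 and higher for 2 (30 and 2 adjusted over the list alone, median -0.63, adjusted p = 5.3e-14, and adjusted p = 0.22 with an estimated correlation). Trib3 fell by 2.06 on the log2 scale (SE 0.27, adjusted p = 8.0e-06), the transcription factor Atf5 by 1.51 (adjusted p = 2.9e-05) and Eif4ebp1, which restrains cap-dependent translation, by 1.36 (adjusted p = 7.2e-05).

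In RNA, 19 of 40 targets of XBP1 and ATF6 were higher and 3 lower (20 and 3 adjusted over the list alone, median 1.00, adjusted p = 0.003, and adjusted p = 0.56 with an estimated correlation), with log2 fold changes of 3.16 for Kdelr3 and 2.24 for the disulfide isomerase Pdia5. Trib3 fell by 3.62, Atf5 by 3.53 and Ddit3, which encodes the stress factor CHOP, by 2.60 on the log2 scale (adjusted p = 2.2e-07, 2.9e-05 and 4.8e-05), each below every 5.5 mM RNA library in 8 of 8. The ATF4 targets as a list were not called in RNA (13 of 41 lower and 2 higher, 13 and 2 adjusted over the list alone, median -0.37, but 0.21 under library size scaling, adjusted p = 0.066); without the 5 RNA libraries they were, with 19 lower (adjusted p = 4.2e-05). In TE neither list was called: of 40 XBP1 and ATF6 targets 14 were lower and 9 higher (the same numbers adjusted over the list alone) (median -0.36, adjusted p = 0.49), and of 35 ATF4 targets 10 were higher and 7 lower (the same numbers adjusted over the list alone) (median -0.27, adjusted p = 0.69). At 5.5 mM, the 5 RNA libraries of lowest depth differed from the other 3 in RNA by a median log2 of -0.65 for the first list and -0.47 for the second. Over all genes this median was -0.38. With the 6 libraries left out that stood apart, their medians in TE were 0.032 and 0.054 (adjusted p = 0.83 and 0.86). Both lists were written after the leading rows of the paper's supplementary tables had been read.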

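The exocytosis machinery and β cell identity genes moved both ways in TE. Both lists include genes of Table 1, Scgn in the first and Ins1, Ins2, Slc2a2 and Slc30a8 in the second. Of 46 genes of granule exocytosis, 20 were higher and 12 lower (23 and 12 adjusted over the list alone), and the list was not called (median log2 fold change 0.45, but -0.54 under library size scaling, adjusted p = 0.27 from cameraPR). Syt11, a synaptotagmin, had 4.20 (SE 0.55, adjusted p = 6.0e-06 from edgeR's quasi-likelihood test, log2 fold change 1.87 without the 6 libraries that stood apart), and RPFs of Syt7, a calcium sensor of granule release, fell by 0.66 on the log2 scale (adjusted p = 8.1e-05). Of 24 genes of β cell identity, 9 were higher and 5 lower (10 and 5 adjusted over the list alone) (median 0.11, but -0.66 under library size scaling, adjusted p = 0.64). The transcription factors Nkx6-1 (5.02), Neurod1 (3.77), Pdx1 (1.04) and Mafa (0.87) had higher TE at 25 mM (adjusted p = 7.5e-06, 4.2e-05, 0.0017 and 0.0057), although Pdx1 and Mafa had -0.077 and -0.021 under library size scaling. Leaving out the 6 libraries these were 2.09, 0.52, 0.43 and 0.96, each past the test. Ucn3, a maturity marker of β cells, had -0.0096 with all libraries (adjusted p = 0.99) and 1.05 without the 6 (adjusted p = 9.1e-04). In RNA at 5.5 mM, the median log2 difference of the 5 RNA libraries of lowest depth from the other 3 was 0.46 for exocytosis and -0.69 for identity genes. Over all genes it was -0.38. From the pathways overrepresented among the genes with lower TE, the paper concludes that sustained high glucose lowered the translation of further genes needed for metabolism-coupled insulin secretion, besides insulin itself. Its further evidence is nascent proteomics, polysome or ribosome-associated mRNA, and protein abundance in MIN6 cells and islets, which are not analysed here.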

### Nascent proteomics as an independent measure of glucose-altered translation.

Our ribosome profiling analysis in MIN6 cells identified a large number of genes for which translation was affected by sustained high glucose based on the ratio of RPFs to total mRNA. To corroborate and filter these results, we used an orthogonal method of translation analysis in which nascent peptides were pulse-labeled with the methionine analog azidohomoalanine (AHA), click-biotin-conjugated, enriched by streptavidin pull down, and analyzed by mass spectrometry-based proteomics (Figure 4A). (Figure 4A). Principal component analysis revealed distinct patterns of nascent protein synthesis under the different glucose treatment conditions (Figure 4B). Sustained high glucose significantly affected new peptide synthesis for many genes (Figure 4C), and this correlated well with abundance of RPF sequences in ribosome profiling (Figure 4D).

To identify high-confidence glucose-driven translation changes, we examined the overlap between nascent proteomics and ribosome profiling TE, focusing on proteins for which changes in both analyses met FDR < 0.1 and 20% log_2_ fold change. Based on these criteria, 207 proteins were upregulated by sustained high glucose (Figure 4E and Supplemental Table 4). However, this group did not contain “disallowed” genes, whose upregulation is known to lead to impaired insulin secretion (24). On the other hand, proteins known to function in insulin production and GSIS were found among the 183 downregulated proteins (Figure 4F and Supplemental Table 4). 

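Of 28 disallowed genes, which β cells keep silent, 4 had enough RPF and RNA counts for a test of TE, and of these none rose and 2 fell (the same number adjusted over the list alone, adjusted p = 0.41 for the list from cameraPR, median log2 fold change -0.61). Oat, which converts ornithine in mitochondria, had a log2 fold change in TE of -1.63 (SE 0.61, adjusted p = 0.026 from edgeR's quasi-likelihood test), and C1qbp, a mitochondrial matrix protein, one of -0.72 (SE 0.29, adjusted p = 0.04). Neither passed without the 6 libraries that stood apart (-0.59 and -0.068, adjusted p = 0.14 and 0.73), and C1qbp did not pass without replicate 6 or 7. RPFs of Oat rose from 17.0 ± 4.23 to 37.3 ± 15.8 CPM (SD, n = 8, log2 fold change 1.07, adjusted p = 3.6e-04) and those of C1qbp fell from 87.9 ± 9.04 to 68.4 ± 7.06 CPM (-0.33, adjusted p = 0.013). Within batches the change in TE was -0.88 and -2.79 for Oat and -0.31 and -1.12 for C1qbp, and in RNA the 5 RNA libraries of lowest depth differed from the other 3 at 5.5 mM by a median log2 of -1.27 over these genes. The nascent proteomics of the study was not analysed here.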

Given that sustained high glucose downregulates GSIS and insulin translation, we focused on downregulated proteins known to function in insulin production and metabolism-coupled insulin secretion (Table 1). 

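The 9 genes of Table 1 cover insulin itself (Ins1, Ins2), granule release and biogenesis (Scgn, Vps41, Slc30a8), glucose uptake and metabolism (Slc2a2, Pfkfb3, Idh2) and the growth factor Igf2. In TE, 6 of the 9 were lower at 25 mM and 0 higher by edgeR (the same numbers adjusted over the list alone), with a median log2 fold change of -1.11 (adjusted p = 0.017 from cameraPR, and adjusted p = 0.65 with an estimated correlation). This list was chosen by the study on these samples, so it is not independent evidence of a direction. In RPFs, 4 of 9 were lower and 0 higher (5 and 0 adjusted over the list alone, median -0.23, adjusted p = 0.0047, and adjusted p = 0.26 with an estimated correlation), and these 4 were Scgn, Slc2a2, Slc30a8 and Idh2. These RPF values include the library labelled 25 mM replicate 8. In RNA, the 5 RNA libraries of lowest depth differed from the other 3 at 5.5 mM by a median log2 of -1.82 over the 9 genes, and in RPFs of the same cultures by 0.096. Without the 6 libraries that stood apart, 5 genes were lower and 1 (Ins1) was higher in TE, and the list was not called (median -0.38, adjusted p = 0.093). The median change in TE was -0.95 within the first and -1.07 within the second batch (adjusted p = 0.067 in the second), and the list lost its call under library size scaling (adjusted p = 0.13).

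**Figure D4:**
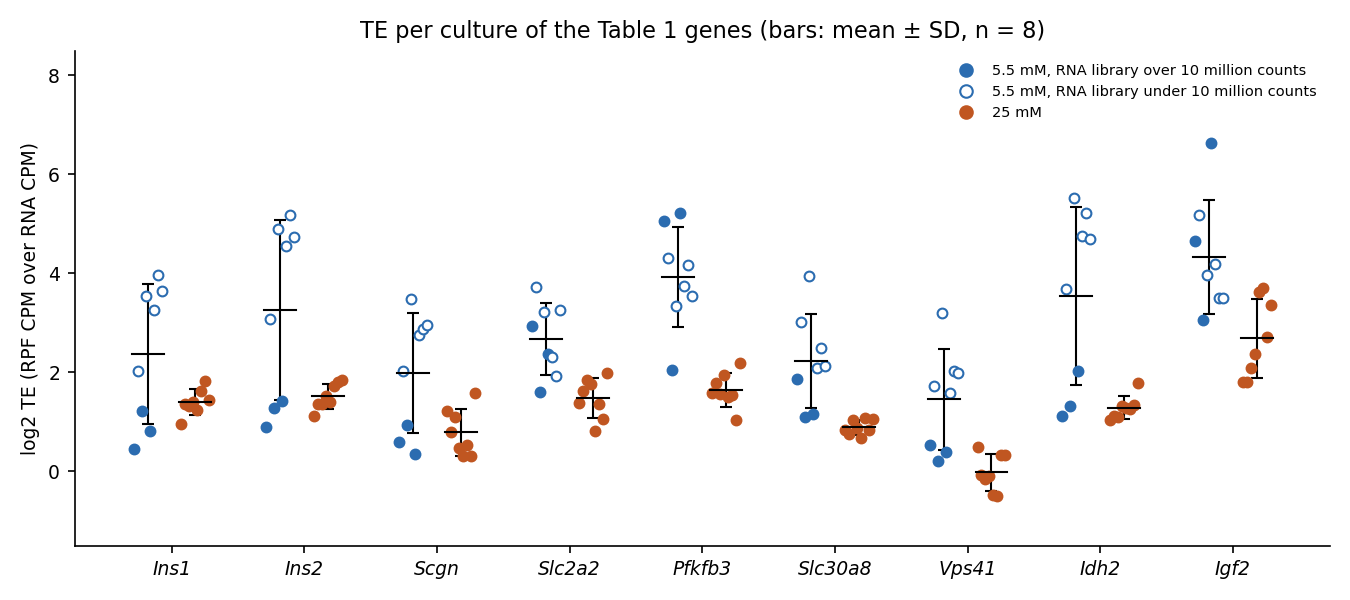
Log2 TE of the 9 Table 1 genes in each culture at 5.5 and 25 mM glucose, with the mean and SD (n = 8). Open circles are the 5 cultures whose RNA library had the lowest depth. Log2 TE of Ins2 is 3.26 ± 1.81 at 5.5 mM and 1.52 ± 0.255 at 25 mM.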

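Ins1 (ENSMUSG00000035804, chromosome 19 of GRCm38 from 52264297 to 52265015) and Ins2 (ENSMUSG00000000215, chromosome 7 of GRCm38 from 142678656 to 142679726) encode the preproinsulins of the mouse. RPFs of Ins1 were 21115 ± 2097 CPM at 5.5 mM and 21241 ± 3737 CPM at 25 mM (SD, n = 8, log2 fold change 0.0088, SE 0.12, adjusted p = 0.98 from edgeR's quasi-likelihood test), and those of Ins2 had a log2 fold change of -0.095 (SE 0.14, adjusted p = 0.68). RNA of Ins1 was 5546 ± 4785 and 8005 ± 1292 CPM (log2 fold change 0.60, adjusted p = 0.35); the log2 fold change in RNA of Ins2 was 1.01 (adjusted p = 0.22). In TE, Ins1 had -0.50 (SE 0.51, adjusted p = 0.42) and Ins2 -1.02 (SE 0.64, adjusted p = 0.18), and neither passed the test, which takes the libraries of a culture as independent. The deviations of the RNA and RPF libraries of a culture correlated little, with a median r of 0.0094 (-0.199 to 0.367) over 16 cultures. For libraries of different cultures the median r was -0.0010. With the culture as a block Ins2 had -1.78 (adjusted p = 0.059) and passed, and Ins1 had -0.99 (adjusted p = 0.16). With limma on TE per culture both passed (-1.74 and -0.97, adjusted p = 0.016 and 0.078). Within batches, Ins1 had -0.19 and -0.81 and Ins2 -0.57 and -1.46 in TE (first and second batch). At 5.5 mM, RNA of Ins2 ranged from 2359 to 11427 CPM in the 5 RNA libraries of lowest depth and from 29614 to 44969 CPM in the other 3, against 24787 to 36051 CPM at 25 mM. With the 6 libraries left out that stood apart, the log2 fold change in TE was 0.47 for Ins1 (adjusted p = 0.05) and 0.097 for Ins2 (adjusted p = 0.7).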

As expected, translations of mRNAs for INS were downregulated. Among the other translationally downregulated proteins, SCGN (secretagogin) is an EF-hand Ca^2+^-binding protein that regulates F-actin dynamics, focal adhesion remodeling, and second-phase insulin secretion in β cells, and its knockdown impairs GSIS (25–27). 

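RPFs of Scgn (ENSMUSG00000021337, chromosome 13 of GRCm38 from 23953456 to 23991327) fell from 393 ± 76.6 to 217 ± 75.1 CPM (SD, n = 8), a log2 fold change of -0.84 (SE 0.15, adjusted p = 2.2e-04 from edgeR's quasi-likelihood test), and lay below every 5.5 mM library in 7 of 8 libraries at 25 mM. Its RNA was 120.0 ± 94.2 and 119 ± 12.4 CPM (log2 fold change 0.026, adjusted p = 0.96, log2 fold change -0.022 with DESeq2 size factors). Log2 TE was 1.99 ± 1.21 at 5.5 mM and 0.789 ± 0.470 at 25 mM, and the change of -0.78 (SE 0.44, adjusted p = 0.14) did not pass the test. With the culture as a block and with limma on TE per culture it was -1.2045 and -1.21 and passed (adjusted p = 0.036 and 0.029). In the main test it was -0.57 within the first and -0.97 within the second batch. Mean log2 TE at 5.5 mM was 2.82 in the 5 cultures whose RNA library had the lowest depth and 0.63 in the other 3. Without the 5 RNA libraries, RNA of Scgn had a log2 fold change of -0.96 (adjusted p = 3.1e-04), and without the 6 libraries TE had one of 0.014 (adjusted p = 0.96).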

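TE of Slc30a8 (ENSMUSG00000022315, chromosome 15 of GRCm38 from 52295553 to 52335798), the zinc transporter of insulin granules, fell by 1.11 on the log2 scale (SE 0.33, adjusted p = 0.007 from edgeR's quasi-likelihood test) and lay below every 5.5 mM culture in 8 of 8 cultures at 25 mM. TE of Vps41 (ENSMUSG00000041236, chromosome 13 of GRCm38 from 18717292 to 18866811), a protein of granule biogenesis, fell by 1.15 (SE 0.38, adjusted p = 0.014), below every 5.5 mM culture in 5 of 8. RPFs of Slc30a8 were 693 ± 40.3 CPM at 5.5 mM and 588 ± 61.6 CPM at 25 mM (SD, n = 8, log2 fold change -0.24, adjusted p = 0.032, adjusted p = 0.11 without the filter on low counts and 0.13 without replicate 2), and its RNA was 161 ± 92.6 and 314 ± 15.6 CPM. RPFs of Vps41 were 81.8 ± 8.37 and 73.1 ± 21.3 CPM (log2 fold change -0.19, adjusted p = 0.33), and its RNA was 33.7 ± 23.4 and 71.6 ± 8.08 CPM. The changes in RNA, 0.96 and 1.08, did not pass at an adjusted p under 0.01 (0.02 and 0.015). Within batches TE of Slc30a8 had -1.25 and -0.97 and that of Vps41 -0.95 and -1.33 (first and second batch). Mean log2 TE at 5.5 mM was 2.74 for Slc30a8 and 2.11 for Vps41 in the 5 cultures whose RNA library had the lowest depth, and 1.38 and 0.38 in the other 3. Leaving out the 6 libraries that stood apart, Slc30a8 had -0.51 (adjusted p = 0.012) and Vps41 -0.38 (adjusted p = 0.14), so that Vps41 no longer passed.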

VPS41, a component of the homotypic function and vacuole protein sorting complex, and SLC30A8, which transports zinc into insulin granules, are both required for optimal GSIS (28, 29). 

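TE of Slc2a2 (ENSMUSG00000027690, chromosome 3 of GRCm38 from 28697903 to 28728361), the transporter GLUT2, fell by 1.02 on the log2 scale at 25 mM (SE 0.31, adjusted p = 0.007 from edgeR's quasi-likelihood test), and TE of Idh2 (ENSMUSG00000030541, chromosome 7 of GRCm38 from 80094845 to 80118608), the mitochondrial NADP-dependent isocitrate dehydrogenase, fell by 1.50 (SE 0.58, adjusted p = 0.032). RPFs of both fell, from 242 ± 34.5 to 180.2 ± 43.9 CPM for Slc2a2 (SD, n = 8, log2 fold change -0.41, adjusted p = 0.012) and from 419 ± 22.4 to 300.0 ± 59.5 CPM for Idh2 (-0.50, adjusted p = 5.2e-04). RNA was 38.7 ± 20.6 and 62.9 ± 6.40 CPM for Slc2a2 (log2 fold change 0.69, adjusted p = 0.04) and 63.9 ± 72.0 and 121 ± 3.55 CPM for Idh2 (1.11, adjusted p = 0.1). RNA of Idh2 at 5.5 mM ranged from 7.78 to 32.3 CPM in the 5 RNA libraries of lowest depth and from 90.4 to 180.4 CPM in the other 3; that of Slc2a2 ranged from 14.1 to 51.3 and from 32.9 to 81.3 CPM. Within batches TE of Slc2a2 had -0.97 and -1.07 and that of Idh2 -0.95 and -2.04 (first and second batch). Without the 6 libraries that stood apart, TE of Slc2a2 had -0.74 (adjusted p = 0.015) and that of Idh2 -0.33 (adjusted p = 0.091), and Idh2 did not pass without the 5 RNA libraries alone (-0.23, adjusted p = 0.3).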

SLC2A2, the plasma membrane glucose transporter in rodent β cells, and IDH2, which functions in reductive flux of glutamine to citrate in the mitochondria, are critical for metabolism-coupled insulin secretion (30–32). While PFKFB3 and IGF2 were not detected in our nascent proteomics, they were significantly downregulated by high glucose in ribosome profiling and were included in further analyses given established roles in potentiating insulin secretion (33, 34). 

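TE of Pfkfb3 (ENSMUSG00000026773, chromosome 2 of GRCm38 from 11471430 to 11554071), which makes the activator of phosphofructokinase, fell by 2.24 on the log2 scale (SE 0.51, adjusted p = 7.1e-04 from edgeR's quasi-likelihood test), and TE of Igf2 (ENSMUSG00000048583, chromosome 7 of GRCm38 from 142650768 to 142666816), which encodes an insulin-like growth factor, fell by 1.39 (SE 0.42, adjusted p = 0.0068). RNA of Pfkfb3 rose from 1.69 ± 1.54 to 6.87 ± 0.889 CPM (SD, n = 8, log2 fold change 2.07, SE 0.50, adjusted p = 0.0024), while RNA of Igf2 was 42.1 ± 25.1 and 110.1 ± 48.6 CPM (1.29, adjusted p = 0.0103), just short of the threshold of 0.01. RPFs of Pfkfb3 were 28.6 ± 5.74 and 23.1 ± 5.97 CPM (-0.23, adjusted p = 0.32) and those of Igf2 752 ± 62.0 and 654 ± 88.6 CPM (-0.21, adjusted p = 0.11, adjusted p = 0.088 from DESeq2's Wald test). Within batches TE of Pfkfb3 had -1.68 and -3.29 and that of Igf2 -2.01 and -0.79 (first and second batch). At 5.5 mM, mean log2 TE of Pfkfb3 was 3.82 in the 5 cultures whose RNA library had the lowest depth and 4.10 in the other 3, and that of Igf2 4.07 and 4.78. With the 6 libraries left out that stood apart, Pfkfb3 had -2.14 (adjusted p = 0.004) and Igf2 -2.10 (adjusted p = 2.5e-04) in TE. RNA of Pfkfb3 had only 6, 132 and 3 counts in the 5.5 mM libraries then kept (replicates 1, 3 and 5). In the 5 others it had 3 to 6 counts. In replicates 1 and 5 this was 0.298 and 0.197 CPM, below the pseudocount of 0.5 CPM, so TE of Pfkfb3 at 5.5 mM rests on few reads.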

Prior studies show that knockdown or knockout of each of these genes diminishes GSIS with more modest effect or no effect on basal secretion. In our ribosome profiling analysis, RPFs for these genes were similarly distributed over the 5′-untranslated and coding regions in high- and low-glucose samples, without evidence for new upstream open reading frames or pausing in sustained high glucose (Figure 4G, representative traces for SCGN and IDH2).

### Validation of translational changes and impact on steady-state protein abundance.

To confirm these chronic glucose-induced translation changes, we first quantified the ratio of mRNA associated with actively translating polysomes relative to total mRNA as a measure of TE in MIN6 cells incubated in 25 versus 5.5 mM glucose for 24 hours. Sustained high glucose decreased TE of *Ins1*, *Ins2*, *Scgn*, *Slc2a2*, *Pfkfb3*, *Slc30a8*, *Vps41*, *Idh2*, and *Igf2* (Figure 5A). *Actb* and *Tubg1* were unchanged by high glucose, consistent with lack of change in nascent protein. To determine whether changes in TE impacted protein levels, we quantified steady-state protein abundance in lysates of MIN6 cells treated with 25 versus 5.5 mM glucose. Sustained high glucose significantly decreased cellular content of SCGN, SLC2A2, PFKFB3, SLC30A8, VPS41, IDH2, and IGF2 (Figure 5B).

Although MIN6 cells were an important tool for technically challenging high-throughput discovery studies, these cells replicate rapidly, grow dispersed in cell culture, and lack the complex cellular makeup and architecture of islets. We next validated our findings in isolated rat islets using the conditions established above that impair glucose-stimulated insulin translation and secretion (Figure 1). Given the large amount of tissue needed to collect actively translating polysomes and limited number of islets, we quantified ribosome-associated (rather than polysome-associated) mRNA relative to total mRNA as a measure of TE. Sustained high glucose decreased TE for *Ins1*, *Ins2*, *Scgn*, *Slc2a2*, *Pfkfb3*, *Slc30a8*, *Vps41*, *Idh2*, and *Igf2*, without affecting TE of *Actb* and *Tubg1* (Figure 6A). As observed in MIN6 cells, this led to significantly decreased steady-state protein abundance for SCGN, SLC2A2, PFKFB3, VPS41, IDH2, and IGF2 and a trend for decrease in SLC30A8 that did not reach significance (Figure 6B). Collectively, our results in primary islets and in MIN6 cells confirm findings from ribosome profiling and provide evidence that the translational regulation we uncovered has a meaningful impact on the β cell proteome.

To investigate the clinical relevance of the observed glucose effects on translation, we analyzed TE and protein abundance following incubation of cadaveric human islets in 20 versus 5.5 mM glucose (Figure 7A). Exposure of human islets to high glucose for 2 days caused a trend for increased basal insulin secretion (that did not reach statistical significance when secreted insulin was normalized to islet genomic DNA) and significantly decreased both GSIS and stimulation index (Figure 7B), consistent with previous reports (16). Insulin content of human islets incubated in high glucose trended down (Figure 7C), and the impact of sustained high glucose on basal insulin secretion was significant when normalized for insulin content (Figure 7D). TE, as assessed by ribosome-associated/total mRNA, was decreased for *INS*, *SCGN*, *PFKFB3*, and *VPS41* (Figure 7E). TE for *SLC30A8* trended down but did not reach statistical significance. TE for *IDH2* and *IGF2* was unchanged. Although translation of *SLC2A2* was unchanged, TE for *SLC2A1*, the main plasma membrane glucose transporter in human islets (35), was decreased. Consistent with findings in rodent islets, decreased TE led to decreased steady-state protein abundance for INS, SCGN, SLC2A1, PFKFB3, and SLC30A8 (Figure 7F).

To extend our findings to an in vivo model of hyperglycemia, we performed partial (90%) pancreatectomy (PX) or sham surgery in adult male rats (Figure 8A). Despite partial regeneration during the initial weeks of recovery, PX animals have sustained mild hyperglycemia and show selective loss of GSIS at 10 weeks after surgery (36, 37). As expected, PX rats had modest, but significantly elevated, fed blood glucose compared with sham animals (Figure 8B). Islets isolated 10 weeks after PX demonstrated decreased TE for highly expressed genes including *Ins1*, *Ins2*, *Scgn*, *Slc2a2*, and *Slc30a8* compared with sham with no effect on TE of *Tubg1* control (Figure 8C). For genes expressed at lower levels (*Vps41*, *Idh2*, *Pfkfb3*, and *Igf2*), recovery of mRNAs was insufficient to quantify TE. Steady-state protein levels were decreased for INS, SCGN, SLC2A2, and SLC30A8 (Figure 8D). Thus, sustained exposure to high glucose in a pathophysiologically relevant setting suppressed translation of key mRNAs required for metabolism-coupled insulin secretion and decreased abundance of their encoded proteins.

## Discussion

In this study, we demonstrate that sustained high glucose selectively impairs mRNA translation of genes that serve critical roles at almost every step of glucose metabolism–coupled insulin secretion in pancreatic β cells. These nutrient-induced translation changes are coincident with impaired GSIS following prolonged exposure of cultured insulinoma cells or isolated islets ex vivo to high glucose and in the setting of 10 weeks of systemic hyperglycemia induced by partial pancreatectomy (PX). Our results show that programmatic dysregulation of β cell mRNA translation is a manifestation of glucose toxicity prior to the onset of ER stress or impairment of global translation. Translational downregulation decreases steady-state levels of these proteins, which serve important roles in GSIS and optimal β cell function.

β Cells leverage structural and functional specializations for coupling glucose metabolism to robust insulin peptide production and secretion. The insulin mRNA is highly abundant, and ER and Golgi are extensive in β cells (38, 39). Moreover, translation of insulin and genes involved in insulin processing and secretory granule biogenesis is rapidly and coordinately upregulated when glucose is acutely increased from basal to stimulatory concentrations (8, 9). Recently, high-throughput studies have shown that acute exposure of β cells to high glucose selectively upregulates translation of mRNAs encoding proteins related to insulin processing, exocytosis, and glucose metabolism, providing evidence that translation of functionally related proteins is coordinately regulated for optimal β cell function under physiological conditions (10, 11). Our findings establish that concerted β cell translational regulation occurs in the pathophysiological setting of chronic high glucose exposure. We show that sustained high glucose conditions that impair GSIS are associated with translational downregulation of mRNAs required for metabolism-coupled insulin secretion. Moreover, these translational changes result in decreased protein abundance, which likely contributes to decreased secretory function.

Consistent with prior reports (14, 19, 40), we found that exposure of rat and human islets to sustained high glucose decreased stimulation index but increased basal secretion. Although basal secretion and secretion following acute stimulation with glucose are supported by common components of the cellular machinery for secretion, regulation of these processes is distinct. Basal secretion is controlled by reactive oxygen species, redox regulation, and *S*-acylation–mediated trafficking (41), whereas GSIS is regulated by glucose metabolism, anaplerotic metabolism, the pentose monophosphate shunt, free fatty acids, the phosphoenolpyruvate cycle, and paracrine signals (42). These differences may underlie the divergent impacts of sustained high glucose on basal secretion (increased) and stimulation index (decreased). In both islets and MIN6 cells, sustained high glucose decreased stimulation index. Lack of increase in basal insulin secretion in the MIN6 β cell model may reflect the more modest capacity of these cells for insulin synthesis and the substantially decreased insulin content following exposure to sustained high glucose. In MIN6 cells and in islets, we used glucose concentrations previously demonstrated to impair GSIS (14, 16, 43). The different concentrations and durations of glucose needed to impair GSIS in insulinoma cells and islets from different species reflect intrinsic differences among these models.

β Cells synthesize up to a million proinsulin protein molecules per minute (44), creating a challenge for proper folding and processing of nascent proteins in the ER. Not surprisingly, prolonged exposure to high glucose can lead to ER stress that activates the unfolded protein response to decrease total mRNA translation (45). Our experimental design incorporated ex vivo treatment of islets and MIN6 cells with glucose at concentrations and for durations that did not increase ER stress markers in order to model early nutrient-induced changes. Consistent with the lack of engagement of the PERK-eIF2α arm of ER stress, total mRNA translation was unchanged under conditions in which we observed that translation of mRNAs involved in glucose-coupled insulin secretion was suppressed (46). It is also not surprising that ATF4 and JUND, proteins for which translation is increased under glucolipotoxic conditions that induce ER stress, were not upregulated in our study (17, 18). 

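RPFs of Atf4, the main transcription factor of the integrated stress response, fell from 191 ± 63.1 to 124 ± 51.8 CPM at 25 mM (SD, n = 8, log2 fold change -0.57, SE 0.15, adjusted p = 0.0071 from edgeR's quasi-likelihood test). RPFs of Jund, an AP-1 transcription factor, were 109 ± 24.1 and 97.5 ± 17.5 CPM (-0.12, adjusted p = 0.52, log2 fold change 0.028 within the first batch). The log2 fold change in TE was -0.094 for Atf4 (SE 0.25, adjusted p = 0.77, log2 fold changes 0.072 with DESeq2 size factors and -0.99 under library size scaling) and 0.25 for Jund (SE 0.36, adjusted p = 0.57, log2 fold change -0.35 under library size scaling). Leaving out the 6 libraries that stood apart, Jund had 1.05 in TE and passed the test (adjusted p = 7.0e-04), and Atf4 had -0.17 (adjusted p = 0.57). RNA of Jund had -0.28 with all libraries (adjusted p = 0.48, log2 fold change 0.20 under library size scaling) and -1.06 without the 5 RNA libraries (adjusted p = 8.5e-04), and RNA of Atf4 had -0.38 (adjusted p = 0.12, log2 fold change 0.38 under library size scaling). Eif2ak3, which encodes the ER stress kinase PERK, rose in RNA (2.45, SE 0.43, adjusted p = 2.1e-04) and in RPFs, from 67.0 ± 14.1 to 100.0 ± 14.2 CPM (0.59, adjusted p = 6.3e-04), and fell in TE by 1.76 on the log2 scale (adjusted p = 0.0014). TE of Eif2ak3 passed within the second batch (-2.43) and not within the first (-1.2002, adjusted p = 0.33). Within batches TE of Jund had 0.42 and 0.062 and that of Atf4 -0.100 and -0.101 (first and second batch).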

Our results indicate that programmatic alterations in translation of specific mRNAs occur prior to ER stress during the progression of β cell dysfunction.

Ribosome profiling has emerged as a powerful method for assessing mRNA translation in species ranging from yeast to human (47). However, TE calculated as the ratio of RPFs to RNA is an indirect measure of translation that could be confounded by translation pausing. Our strategy to also use nascent proteomics provided an approach to filter ribosome profiling results for translation changes that resulted specifically in synthesis of new proteins. As expected, only a fraction of newly synthesized proteins reflected altered TE, since nascent proteomics does not filter out changes resulting from increased mRNA abundance (48). We validated findings from MIN6 cell discovery studies in primary rat islets in which we demonstrated significant decreases in protein abundance for translationally downregulated genes. In the rat partial PX model, sustained mild hyperglycemia led to decreases in translation and protein abundance for the majority of these genes for which mRNA is highly abundant. Inability to quantify less abundant RNAs was likely a consequence of our experimental design to analyze islets immediately upon isolation without overnight recovery of the islets in order to capture the impact of in vivo glycemia. Nonetheless, the partial PX model provides important evidence that pathophysiological exposure to sustained high glucose over time produces similar dysregulation of islet mRNA translation as observed following ex vivo incubation of isolated islets.

Our human islet analyses largely phenocopied observations in rodent studies with several notable exceptions. First, TE for SLC2A1, but not SLC2A2, was significantly decreased in human islets, an observation that likely relates to species differences in glucose transporters (GLUT2/*Slc2a2* in rodent and GLUT1/*SLC2A1* in human β cells) (35). Second, absence of change in *IDH2* and *IGF2* translation in human islets may reflect species differences in regulation of insulin secretion, as roles for these proteins in GSIS have been best characterized in rodents (31, 34). Overall, the magnitude of effect on mRNA translation in human islets was smaller than effects in MIN6 cells and rodent islets. This could relate to technical aspects of collection and handling of cadaveric tissue. Nonetheless, recapitulation of translational dysregulation by sustained high glucose in human islets supports the disease relevance of our findings.

mRNA-specific translational regulation is often driven by regulatory sequences that lie within the 5′- or 3′-UTRs of target RNAs and serve to increase or inhibit translation initiation (49). Neither Mfold (http://www.unafold.org/mfold/applications/rna-folding-form.php) nor RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi), thermodynamic algorithms that maximize Watson-Crick base pairs and nearest-neighbor parameters, predicted common secondary structural elements in the UTRs of the mRNAs that were translationally regulated by sustained high glucose. Moreover, we did not find common RNA-binding protein (RNAbp) motifs in the 5′- or 3′-UTRs of these mRNAs using the MEME Suite prediction algorithm (https://meme-suite.org/meme). Because in silico analyses of RNA primary sequence motifs and structure have limited sensitivity and specificity (50), thorough evaluation of the contributions of UTRs to translational regulation of specific mRNAs by sustained high glucose will require in-depth experimental analyses that are beyond the scope of the present study.

Regulatory steps following transcription play an important role in determining gene expression, and simultaneous RNA sequencing and proteomic analyses combined with metabolic labeling of macromolecules provide evidence that mRNA-specific translation rates are a major determinant of the cellular proteome (51). Moreover, the development of high-throughput tools for discovery of coordinated mRNA-specific translation has advanced our understanding of how environmental cues shape gene expression. Our study provides insights into nutrient-driven translational regulation that alters the abundance of proteins important for insulin secretion in settings of β cell dysfunction. Future work to identify mechanisms by which glucose availability selectively and coordinately regulates translation of these mRNAs has the potential to identify novel strategies for interrupting β cell dysfunction early in the progression of diabetes.

## Methods

### Rodent islets.

Islets were isolated from 7- to 8-week-old male Sprague-Dawley rats (Taconic Biosciences) by collagenase digestion followed by density gradient centrifugation as previously described (52). Islets were hand-picked and cultured overnight in RPMI 1640 containing 11 mM glucose, 10% FCS, 100 U/mL penicillin, 100 μg/mL streptomycin at 37°C with 5% CO_2_. For analysis of GSIS, RNA, or protein, medium was changed to RPMI medium containing either 5.5 mM or 16.7 mM glucose for 4 days.

### Human islets.

Islets from cadaveric nondiabetic donors (ages 30–50) (Supplemental Table 5) were obtained from Prodo Labs and cultured overnight in RPMI 1640 containing 5.5 mM glucose, 10% FCS, 100 U/mL penicillin, 100 μg/mL streptomycin at 37°C with 5% CO_2_. The following day, islets were incubated in medium containing either 5.5 mM or 20 mM glucose for 2 days before analysis of GSIS, RNA, or protein.

### MIN6 cells.

Low-passage MIN6 cells (provided by Jun-ichi Miyazaki) were cultured in DMEM containing 25 mM glucose, 15% FBS, 0.1 mM β-mercaptoethanol, 100 U/mL penicillin, and 100 μg/mL streptomycin at 37°C with 5% CO_2_. For analyses of translation, MIN6 cells were incubated in DMEM containing 5.5 mM or 25 mM glucose for 24 hours before analysis of GSIS, RNA, or protein.

### GSIS.

Following incubations at different glucose concentrations, 10–12 islets (~150 μm diameter) in triplicate or MIN6 cells (10^5^ per 35-mm well) in duplicate were washed and incubated with Krebs-Ringer bicarbonate HEPES buffer (KRBH: 137 mM NaCl, 4.8 mM KCl, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_∙7H_2_O, 2.5 mM CaCl_2_∙2H_2_O, 5 mM NaHCO_3_, 16 mM HEPES, 0.1% BSA) containing 2.8 mM glucose for 1 hour. After change of medium, cells were successively incubated in KRBH containing 2.8 and 16.7 (islet) or 16.8 mM (MIN6) glucose, each for 1 hour. Medium and cells were collected for insulin quantification by Ultra Sensitive Mouse Insulin ELISA (Crystal Chem; see Supplemental Table 7 for key reagents). Insulin was normalized to DNA content for islets (CyQuant cell proliferation kit, Fisher Scientific C7026) and to cell number for MIN6 cells.

### mRNA quantitative reverse transcription PCR.

Total RNA was isolated from cell lysates, sucrose density gradient fractions, or ribosome pellets using TRIzol or TRIzol LS reagents (Invitrogen) and Direct-zol RNA Miniprep kit (Zymo Research). RNA recovered from sucrose density gradient fractions was treated with 600 U/mL heparinase (NEB P0735S; 20 minutes, room temperature [RT]). Five hundred nanograms to 1 μg RNA was reverse-transcribed using iScript cDNA synthesis kit (Bio-Rad). Quantitative reverse transcription PCR was performed using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad). RNA abundance was calculated according to the ΔΔCt method relative to 18S rRNA. Primers are listed in Supplemental Table 6.

### Quantification of nascent peptides using OPP.

During the last 2 hours of incubations in different media, 20 μM *O*-propargyl-puromycin (OPP; Click Chemistry Tools) was added to the medium. Cells were lysed with RIPA buffer (50 mM Tris [pH 8], 150 mM NaCl, 0.5 % sodium deoxycholate, 1% NP-40, 0.1% SDS) containing cOmplete EDTA-free protease inhibitor cocktail (MilliporeSigma). Protein was quantified using bicinchoninic acid assay (Pierce). For in-gel quantification of total nascent peptides, 100–300 μg protein was used for copper-catalyzed cycloaddition reactions using the Click-iT Plus Alexa Fluor 647 Picolyl Azide Toolkit (Thermo Fisher Scientific). Proteins were separated using NuPAGE 10% Bis-Tris gels, and gels were fixed with 10% acetic acid, 50% methanol. Total nascent peptides were detected by in-gel imaging at 647 μm, and total protein was detected by Epi-far red imaging after staining with 0.1% Coomassie brilliant blue (Bio-Rad ChemiDoc MP Imaging System). For detection of nascent insulin and tubulin, 1 mg of cell lysate was used for cycloaddition reactions containing 5% SDS, 500 μM biotin azide, 5 mM DTT, 0.5 mM TBTA, and 5 mM CuSO_4_ (1.5 hours, RT). Biotinylated protein was precipitated using methanol/chloroform, resuspended in RIPA buffer, and incubated overnight at 4°C with high-capacity streptavidin agarose beads (Pierce). Beads were washed twice sequentially with RIPA, 1 M KCl, 0.1 M Na_2_CO_3_, 2 M urea in 50 mM HEPES, RIPA again, and eluted with 2× Laemmli buffer. Proteins were separated using 10% NuPAGE Bis-Tris gels, and immunoblotting was used to detect nascent proteins. See Supplemental Table 7 for antibody sources and dilutions.

### Immunoblotting.

Islets were lysed by sonication in buffer containing 5 mM EDTA, 7 M urea, 2 M thiourea, 100 mM sodium fluoride, 100 mM pyrophosphate, 10 mM orthovanadate, 50 mM PMSF, 1 μg/mL aprotinin (Pierce 78432), and 1% Triton. MIN6 cells were lysed in RIPA buffer containing cOmplete protease inhibitor cocktail. Ten to twenty micrograms protein was separated on 10% NuPAGE Bis-Tris gels, transferred to PVDF membranes, blocked with 5% BSA, and blotted for the indicated proteins. Alexa Fluor–coupled (Invitrogen) secondary antibodies or HRP-coupled secondary antibodies (Cell Signaling Technology) and chemiluminescent substrates (Bio-Rad) were used for detection with a ChemiDoc MP Imaging System (Bio-Rad). For ER stress controls, islets were treated with 1 μM thapsigargin for 6 hours, and MIN6 cells were treated with 5 μg/mL tunicamycin for 3 hours. Antibodies and dilutions are listed in Supplemental Table 7.

### Ribosome profiling.

MIN6 cells incubated in medium with 5.5 mM or 25 mM glucose for 24 hours were treated with 100 μg/mL of cycloheximide for 5 minutes. Ribosome profiling was performed as previously described (53) except that 1 U/20 × 10^6^ cells RNase 1 (Thermo Fisher Scientific) was used and rDNA depletion was performed using biotinylated rDNA sequences (47). Input RNA was extracted using TRIzol (Invitrogen) and Direct-zol RNA Miniprep kit. RNA libraries were generated using polyA enrichment and KAPA Stranded mRNA Hyper Prep (Illumina). RPF and RNA libraries were sequenced using Illumina NS500 single-end 75 bp reads. Data analyses used the XPRESSyourself pipeline (54). Briefly, trimmed reads were aligned to the genome (Ensembl release version 102) with the 2-pass option that removes rRNA alignments and PCR duplicates and counts reads that map to the exons or truncated coding sequences of the longest transcripts of protein-coding genes. XPRESSpipe was used for quality control analyses (RPF coverage, length, and periodicity) and to obtain normalized quantification of RNA, RPF counts, and TE defined as ratio of RPF to RNA. Differential expression and differential TE were performed using DESeq2 (55). Pathway analysis was performed by testing of overrepresentation of genes with differential TE in the Reactome gene sets from MSigDB using the pre-ranked CAMERA method in the limma package with the function cameraPR (56). Analysis of predicted structures of mRNA 5′- and 3′-untranslated regions was performed using Mfold and RNAfold (57, 58). Analysis of untranslated regions for RNA binding protein motifs used MEME Suite (59).

### Sucrose density gradient fractionation.

Five percent to 50% sucrose gradients were generated using a BioComp Gradient Master IP from 5% and 50% sucrose solutions in sucrose buffer (10 mM Tris [pH 7.2], 60 mM KCl, 10 mM MgCl_2_, 1 mM DTT, and 0.1 mg/mL heparin). MIN6 cells were treated with 100 μg/mL of cycloheximide for 5 minutes. Cells were lysed with ribosome profiling lysis buffer and layered onto gradients. After centrifugation (SW41T, Beckman Coulter; 222,200*g*, 3 hours, 4°C), fractions were collected using a BR-188 Density Gradient Fractionation System (Brandel). RNA was extracted from combined polysome fractions with TRIzol LS, and cleanup used Direct-zol RNA Miniprep kit.

### Azidohomoalanine nascent proteomics.

MIN6 cells were incubated in medium with 5.5 mM or 25 mM glucose for 24 hours. During the last 2.5 hours, cells were changed to methionine-free medium for 30 minutes, washed with PBS, and then incubated in methionine-free medium containing 250 μM azidohomoalanine (AHA) for 2 hours. Cells were collected and lysed in RIPA buffer containing cOmplete EDTA-free protease inhibitor cocktail, and proteins were quantified by bicinchoninic acid assay. Two milligrams protein per condition was reduced with 15 mM DTT (1 hour, RT), alkylated with 20 mM iodoacetamide (20 minutes, dark, RT), quenched with 10 mM DTT (15 minutes, dark, RT), precipitated using methanol/chloroform, and resuspended in 50 mM HEPES, 150 mM NaCl, 2% SDS (pH 7.2). Copper-catalyzed cycloaddition of biotin was performed with 1 mg of protein by addition of 100 μM TBTA, 1 mM sodium ascorbate, 1 mM copper sulfate, 100 μM biotin-alkyne (2 hours, RT). Proteins were precipitated to remove excess biotin-alkyne, resuspended in 2% SDS, 5 mM DTT, and diluted with RIPA buffer to a final SDS of less than 0.5%. Samples were mixed with 10 μL of high-capacity streptavidin beads (overnight, RT) and then washed twice sequentially with RIPA, 1 M KCl, 0.1 M Na_2_CO_3_, 2 M urea in 50 mM HEPES, RIPA again, and PBS (pH 7.4). Tryptic digest, TMT labeling, separation into 6 fractions, and LC-MS3 analysis were performed as previously described (60). MS2 spectra were searched using the Comet algorithm (61) against a UniProt composite database derived from the mouse proteome, exogenous sequence, known contaminants, and reverse sequences. Peptide spectral matches were filtered to a 1% FDR using the target-decoy strategy combined with linear discriminant analysis. The proteins from the 6 runs were filtered to a <1% FDR. At least 2 unique peptides were required for identification, and proteins were quantified only from peptides with a summed SN threshold greater than 150. Protein intensity was log_2_ transformed, missing values were imputed, and data were normalized such that all samples had the same median abundance (62). We used limma to perform linear modeling and moderated *t* tests, with adjustment for surrogate variable analysis as previously described (63, 64).

### Partial pancreatectomy.

Six-week-old Sprague-Dawley (~100 g) male rats underwent 90% pancreatectomy or sham surgery as previously described (36). Under anesthesia with ketamine/xylazine, pancreatic tissue was removed by gentle abrasion with cotton-tipped applicators, leaving a small remnant 1–2 mm from the common bile duct and extending to the first loop of the duodenum. For sham surgery, the pancreas was disengaged from the mesentery but not removed. Postoperatively, body weights and morning fed glucose values were measured weekly. Ten weeks after surgery, islets were isolated as above and immediately lysed for analysis of total and ribosome-associated RNA and protein expression analysis.

### Isolation of ribosome-associated mRNA from rat and human islets.

After ex vivo incubation of rat and human islets with low or high glucose or immediately after isolation of islets from sham and PX rats, islets were treated with 100 μg/mL of cycloheximide for 5 minutes, washed with ice-cold PBS, and lysed with ribosome profiling buffer. One-third of the sample was collected for total RNA isolation, and the remaining material was centrifuged through a 1 M sucrose cushion to collect pelleted ribosome-associated mRNA (435,400*g*, 1 hour, 4°C). Total and ribosome-associated mRNA was isolated using TRIzol (Invitrogen) and 1-bromo-3-chloropropane (MilliporeSigma) by phase separation method.

### Statistics.

For biochemical, cell biological, and physiological experiments, analyses were performed using GraphPad Prism. Data are presented as mean ± SEM. Statistical significance was determined by unpaired or paired 2-tailed *t* tests, as described in figure legends, and *P* values less than 0.05 were considered significant. For multiple comparisons, 2-way ANOVA or 2-tailed *t* tests followed by Bonferroni’s correction were performed, and adjusted *P* values less than 0.05 were considered significant. For ribosome profiling and nascent proteomics, *P* values were adjusted for multiple tests and FDR < 0.1 (Benjamini-Hochberg method) was considered significant. Figures were generated using GraphPad Prism and BioRender.com.

### Study approval.

All procedures using animals were approved by the Joslin Diabetes Center Institutional Animal Care and Use Committee. The Joslin Diabetes Center Committee on Human Studies determined that studies of deidentified cadaveric human islets do not constitute human subject research.

### Data availability.

RNA sequencing data are available from the NCBI’s Gene Expression Omnibus (GEO) database (accession GSE248349). Proteomics data are available on PRoteomics IDEntifications database (PRIDE) (accession PXD047140). The Supporting Data Values file will be made available by the corresponding author upon request.

## Author contributions

AC designed the study, performed the experiments, and wrote the manuscript. JHL and BS helped perform the experiments and edited the manuscript. HP and JMD performed bioinformatics analyses. SBW provided mentorship and edited the manuscript. JES designed the study, provided mentorship, and wrote the manuscript.

## Supplementary Material

Supplemental tables 1-7

Supporting data values

## Figures and Tables

**Figure 1:**
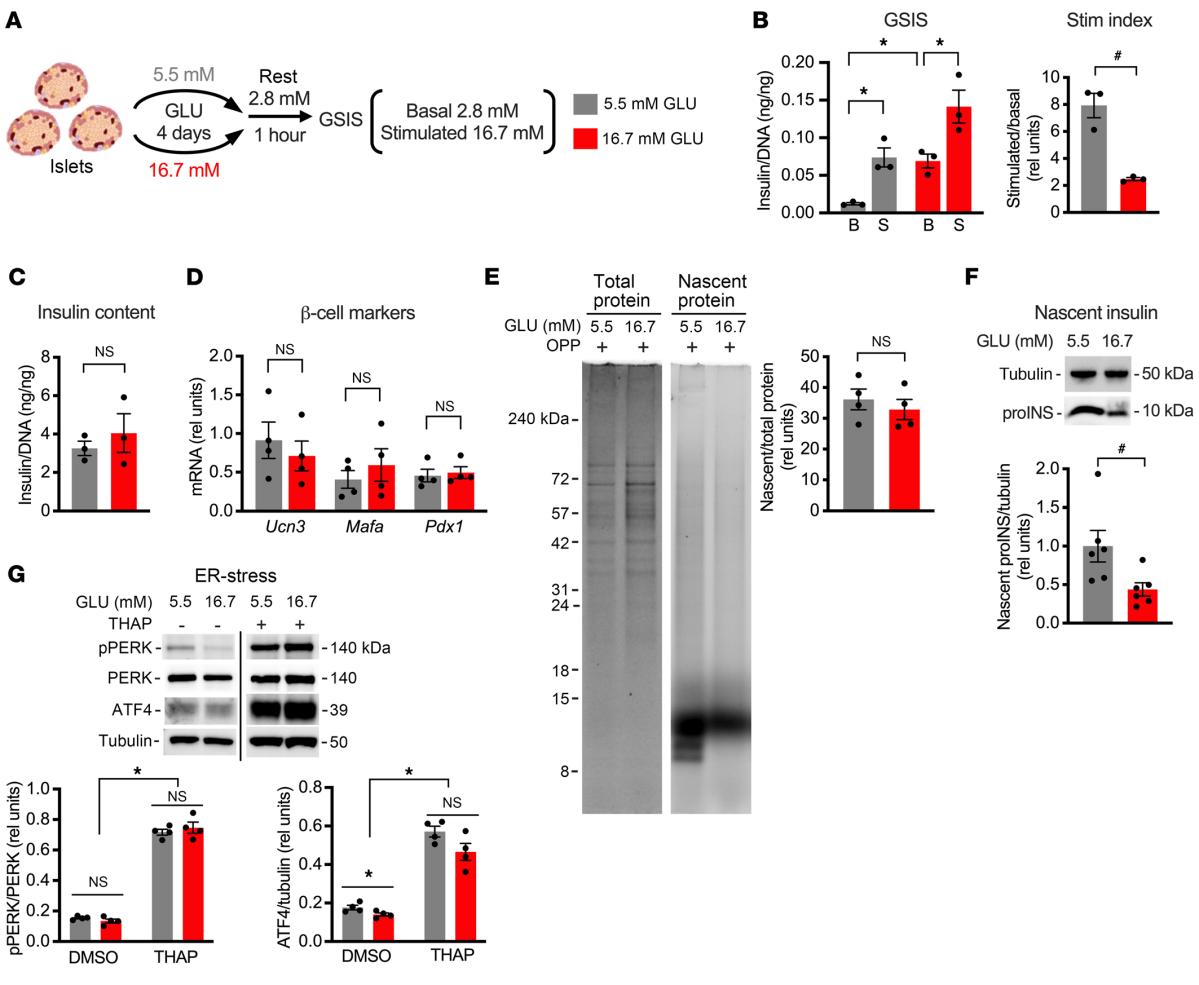
Sustained high glucose decreases basal insulin translation in isolated rat islets. Hand-picked islets from adult Sprague-Dawley rats were cultured for 4 days in medium containing 5.5 mM (gray) or 16.7 mM (red) glucose (GLU). (**A**) One hour of resting in 2.8 mM GLU was followed by GSIS quantified at 2.8 mM (basal, B) and 16.7 mM (stimulated, S) GLU. (**B**) GSIS normalized by DNA with stimulation (Stim) index quantified as stimulatory/basal secretion. (**C**) Insulin content normalized to DNA. (**D**) Quantification of β cell markers *Ucn3*, *Mafa*, and *Pdx1* relative to 18S rRNA by quantitative PCR (qPCR). (**E**) Cells were pulse-labeled with *O*-propargyl-puromycin (OPP) and analyzed by SDS-PAGE. Total protein was quantified by Coomassie stain (left), and newly synthesized protein was quantified by click-addition of Alexa Fluor 647 (right). Representative images with quantification. (**F**) Metabolic labeling with OPP was followed by click-biotin addition and streptavidin pull-down of nascent proteins. Immunoblot analysis of newly synthesized proinsulin (proINS) with tubulin control. (**G**) Representative immunoblots and quantification for ER stress markers with thapsigargin-treated (THAP-treated) control. Mean ± SEM for *n* = 3–4 independent experiments. *Adjusted *P* value (*P*_adj_) < 0.05, 2-way ANOVA with Bonferroni’s post hoc correction (**B** [GSIS], **D**, and **G**). ^#^*P* < 0.05, unpaired *t* test (**B** [Stim index], **C**, and **E**) or ratio-paired *t* test (**F**).

**Figure 2:**
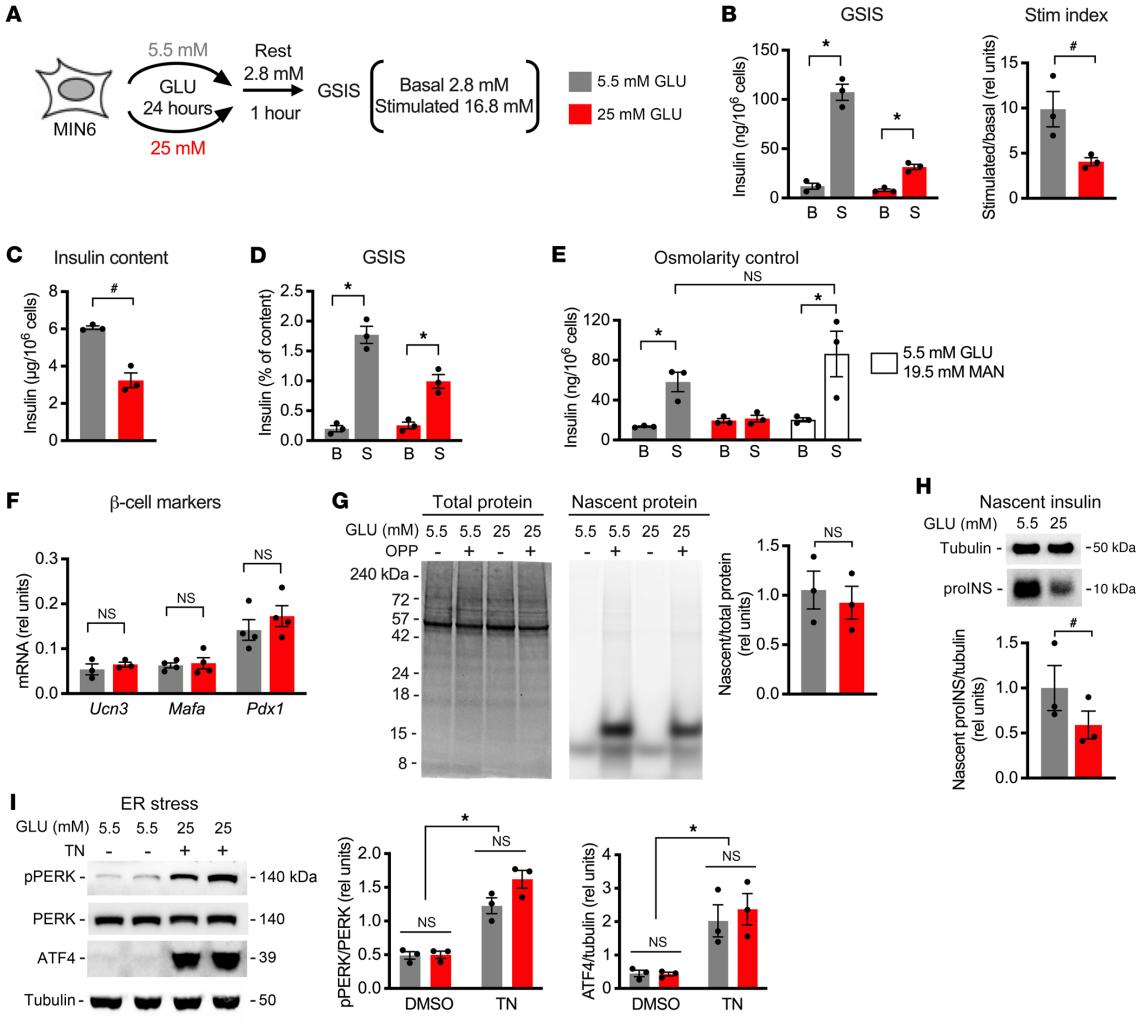
Sustained high glucose decreases insulin synthesis in MIN6 cells. MIN6 cells were incubated in medium containing 5.5 mM (gray) or 25 mM (red) GLU for 24 hours. (**A**) One hour of resting in 2.8 mM GLU was followed by GSIS quantified at 2.8 mM (B) and 16.8 mM (S) GLU. (**B**) GSIS normalized by cell number with stimulation index quantified as stimulatory/basal secretion. (**C**) Insulin content per 10^6^ cells. (**D**) GSIS normalized to cellular insulin content. (**E**) GSIS normalized by cell number following incubation in 5.5 mM GLU, 25 mM GLU, or 5.5 mM GLU with 19.5 mM mannitol (MAN, open bars). (**F**) qPCR quantification of β cell markers *Ucn3*, *Mafa*, and *Pdx1* relative to 18S rRNA. (**G**) OPP pulse labeling and SDS-PAGE. Total protein was quantified by Coomassie stain, and newly synthesized protein was quantified by click-addition of Alexa Fluor 647. Representative images with quantification. (**H**) OPP labeling, click-biotin addition, and streptavidin pull-down of nascent proteins. Immunoblot for newly synthesized proINS and tubulin control. (**I**) Representative immunoblots and quantification for ER stress markers with tunicamycin-treated (TN-treated) control. Mean ± SEM for *n* = 3–4 independent experiments. *P_adj_ < 0.05, 2-way ANOVA with Bonferroni’s post hoc correction (**B** [GSIS], **D**, **E**, and **I**). ^#^*P* < 0.05, unpaired *t* test (**B** [Stim index], **C**, and **G**) or ratio-paired *t* test (**H**).

**Figure 3:**
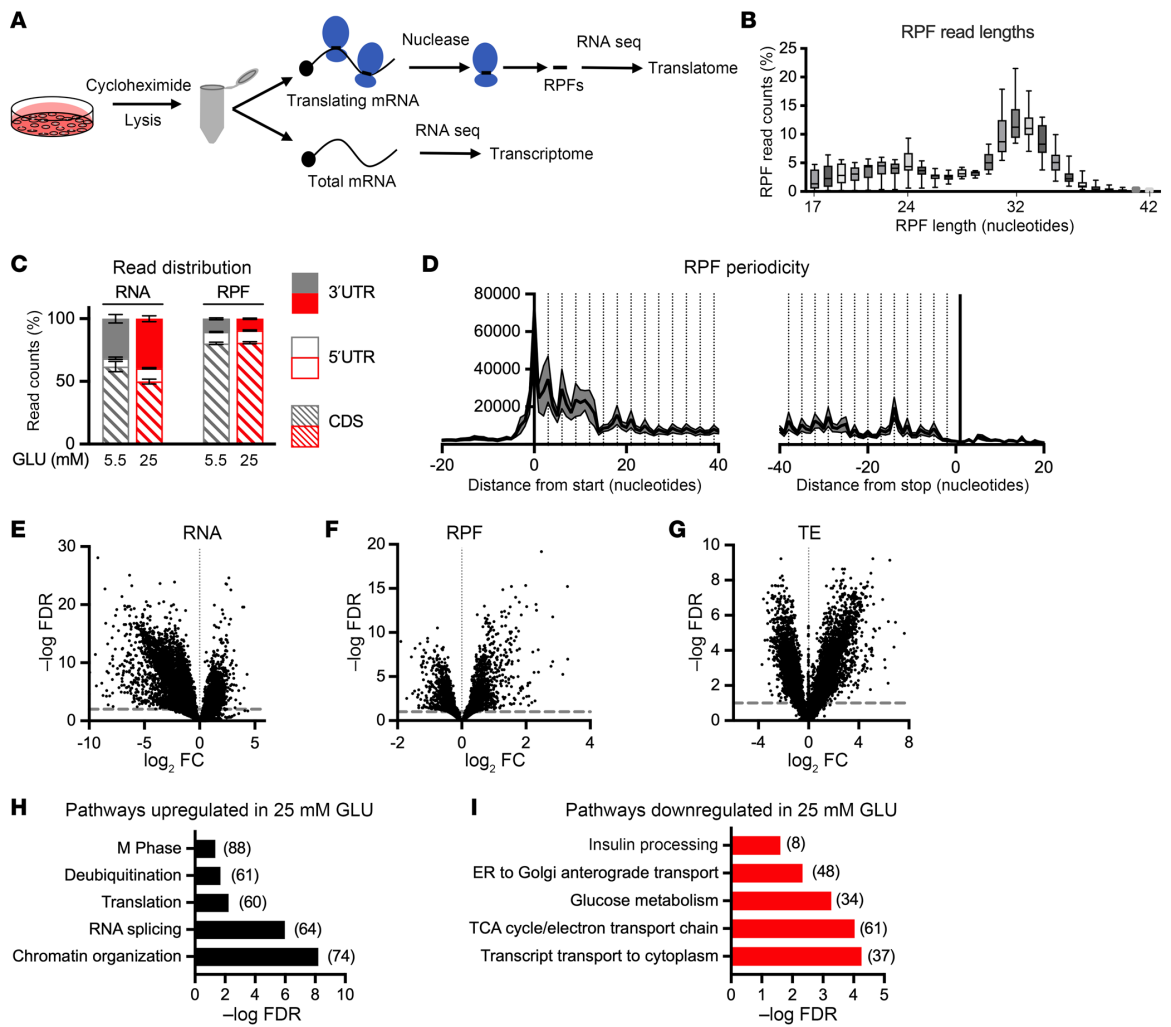
Sustained high glucose treatment has genome-wide impact on translation. MIN6 cells incubated in medium containing 5.5 mM (gray) or 25 mM (red) GLU for 24 hours were analyzed by ribosome profiling. (**A**) Workflow for RNA sequence analysis of ribosome-protected footprints (RPFs; translatome) and total RNA (transcriptome). (**B**) RPF read lengths. Boxes indicate 25th to 75th percentiles, line in middle of box is the median, and whiskers go from smallest to largest values. (**C**) Distribution of reads to coding sequence (CDS; hatched), 5′-UTR (open), and 3′-UTR (filled) for RNAs and RPFs. (**D**) Triplet periodicity of RPFs near CDS start and stop. (**E**–**G**) Volcano plots of –log FDR versus log_2_ fold change (FC), calculated for 25 mM versus 5.5 mM GLU for RNA (**E**; dotted line FDR = 0.01), RPF (**F**; dotted line FDR = 0.1), and translation efficiency (TE = RPF/RNA; **G**; dotted line FDR = 0.1). (**H** and **I**) Representative Reactome gene sets overrepresented at a significance threshold FDR < 0.05 as upregulated (**H**) and downregulated (**I**) by 25 versus 5.5 mM glucose. Numbers of regulated genes in pathways indicated by numbers in parentheses. *n* = 8 independent samples per condition.

**Figure 4:**
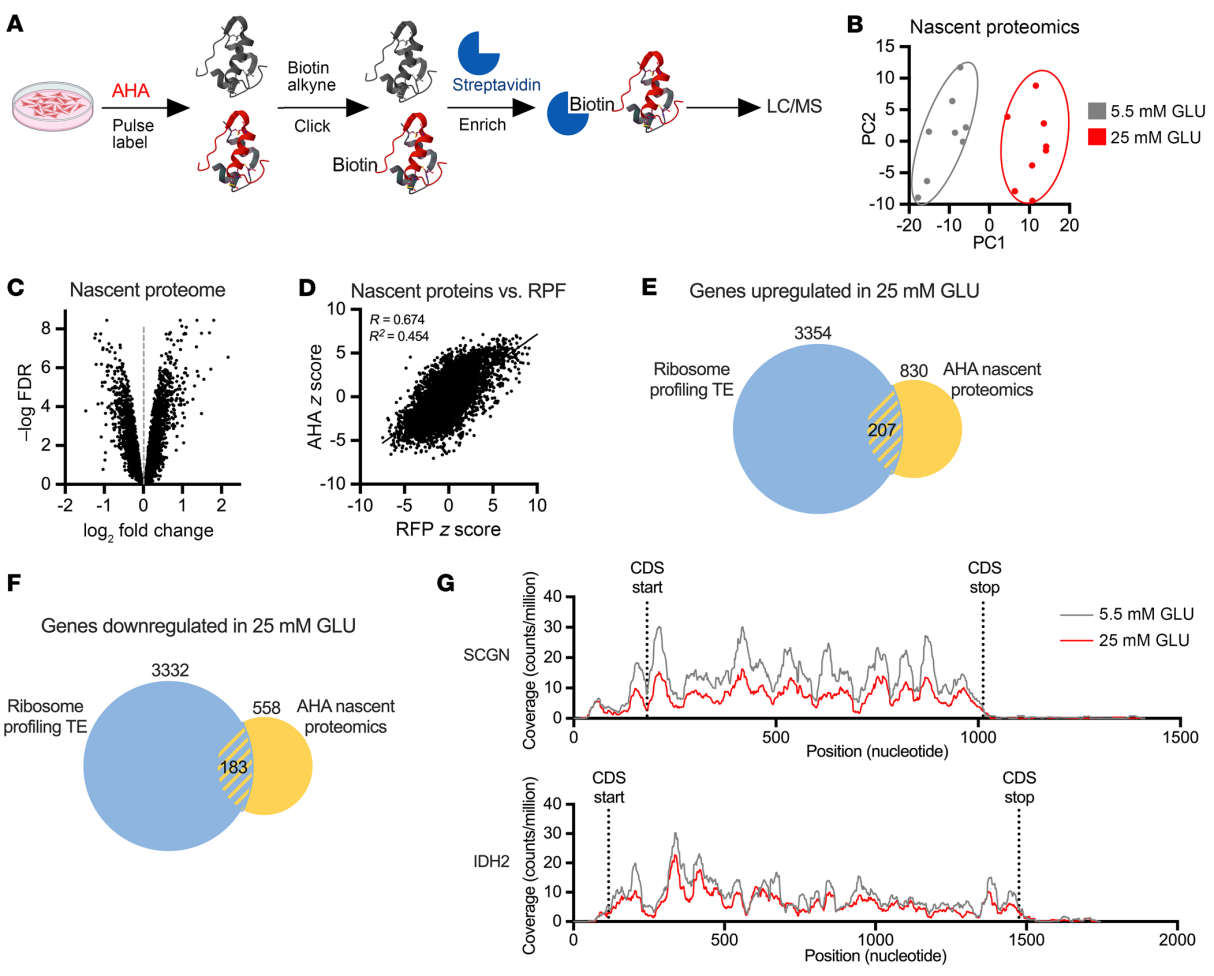
Sustained high glucose treatment has genome-wide impact on nascent proteome. MIN6 cells incubated for 24 hours in medium containing 5.5 mM (gray) or 25 mM (red) GLU were analyzed by nascent proteomics. (**A**) Workflow. (**B**) Surrogate variable principal component analysis. (**C**) Volcano plots of –log FDR versus log_2_ FC, calculated for 25 versus 5.5 mM GLU. (**D**) Correlation analysis of nascent proteomics *z* scores versus RPF *z* scores. (**E** and **F**) Overlap of proteins upregulated (**E**) or downregulated (**F**) by 25 mM versus 5 mM GLU in both TE and nascent proteomics data sets. –log FDR > 1 and log_2_ FC > 20%. (**G**) Representative RPF gene coverage plots for SCGN and IDH2, showing no evidence for new upstream open reading frames or pausing in 25 mM GLU. *n* = 8 independent samples per condition. CDS, coding sequence.

**Figure 5:**
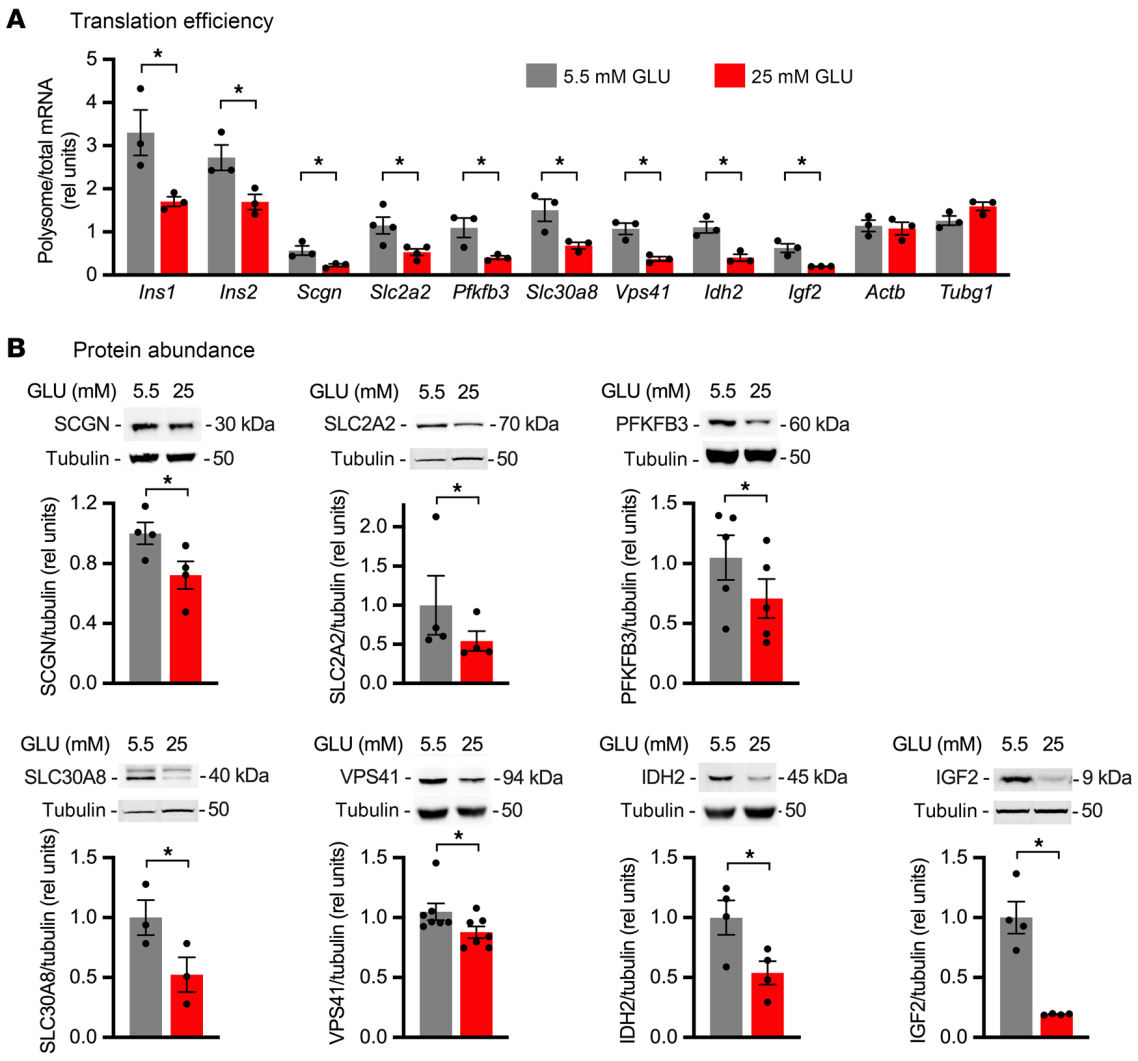
Translational regulation by sustained high glucose impacts protein abundance in MIN6 cells. MIN6 cells were incubated for 24 hours in medium containing 5.5 mM (gray) or 25 mM (red) GLU. (**A**) qPCR quantification of polysome and total RNA for *Ins1*, *Ins2*, *Scgn*, *Slc2a2*, *Pfkfb3*, *Slc30a8*, *Vps41*, *Idh2*, and *Igf2*, relative to 18S rRNA. *Actb* and *Tubg1* as controls. Mean ± SEM for *n* = 3–4 independent experiments. (**B**) Immunoblot of cell lysates for SCGN, SLC2A2, PFKFB3, SLC30A8, VPS41, IDH2, and IGF2. Tubulin loading control. Tubulin for the SLC2A2 panel and tubulin for the SLC30A8 panel are identical, since they were the same lanes on the gel. Representative blots with quantification of mean ± SEM for *n* = 3–7 independent experiments. *P < 0.05, unpaired *t* test (**A**) or ratio-paired *t* test (**B**).

**Figure 6:**
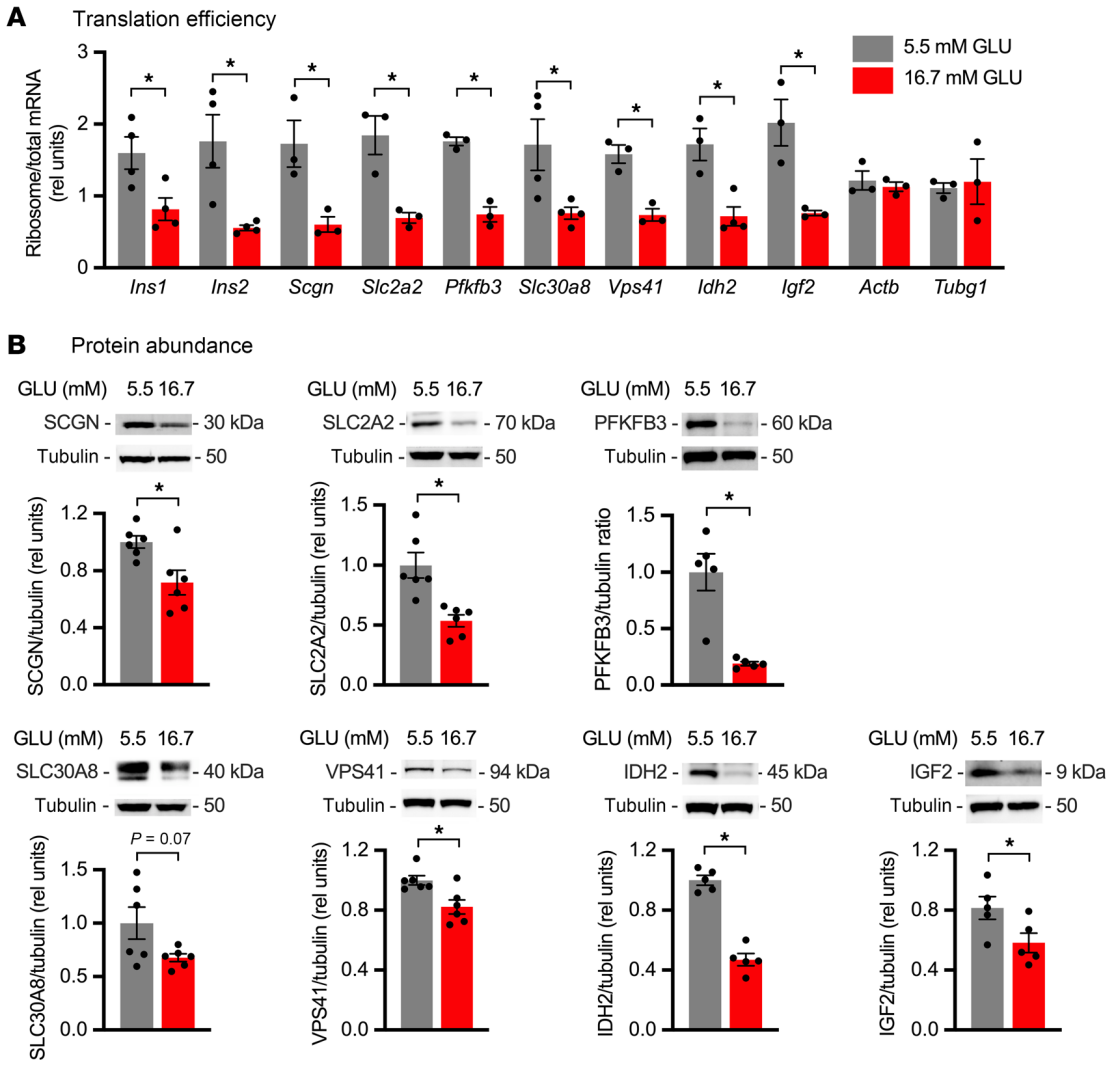
Translational regulation by sustained high glucose impacts protein abundance in rat islets. Primary rat islets were incubated for 4 days in medium containing 5.5 mM (gray) or 16.7 mM (red) GLU. (**A**) qPCR quantification of ribosome-associated and total RNA for *Ins1*, *Ins2*, *Scgn*, *Slc2a2*, *Pfkfb3*, *Slc30a8*, *Vps41*, *Idh2*, and *Igf2*, relative to 18S rRNA. *Actb* and *Tubg1* as controls. Mean ± SEM for *n* = 3–4 rats. (**B**) Representative immunoblots of islet lysates for SCGN, SLC2A2, PFKFB3, SLC30A8, VPS41, IDH2, and IGF2. Tubulin loading control. Tubulin for the SLC2A2 panel and tubulin for the SLC30A8 panel are identical, since they were the same lanes on the gel. Quantification of mean ± SEM for *n* = 5–6 rats. *P < 0.05, unpaired *t* test (**A**) or ratio-paired *t* test (**B**).

**Figure 7:**
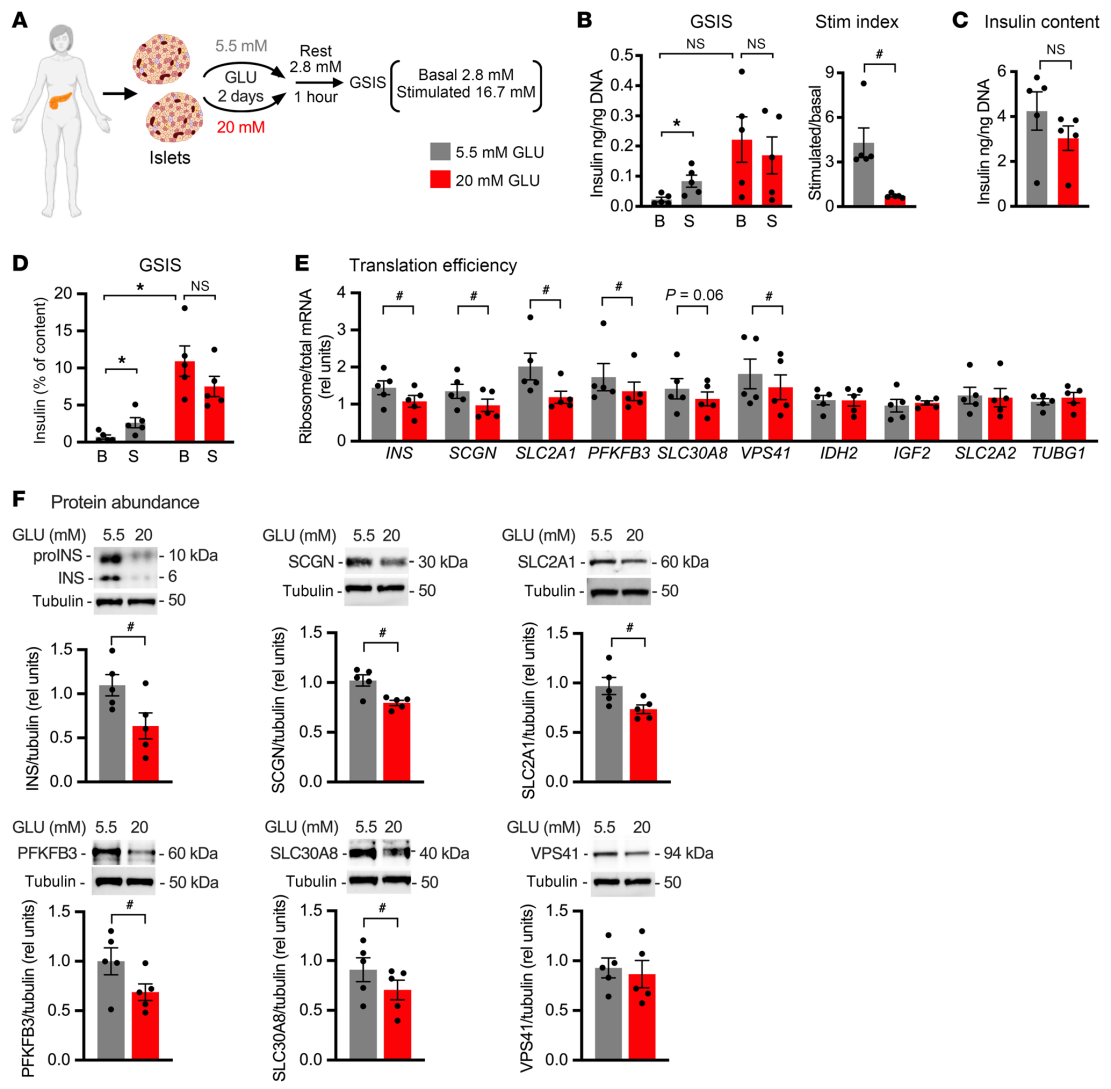
Translational regulation by sustained high glucose impacts protein abundance in human islets. Human cadaveric islets were cultured for 2 days in medium containing 5.5 mM (gray) or 20 mM (red) GLU. (**A**) One hour of resting in 2.8 mM GLU was followed by GSIS quantified at 2.8 mM (B) and 16.7 mM (S) GLU. (**B**) GSIS normalized by DNA with stimulation index quantified as stimulatory/basal secretion. (**C**) Insulin content normalized to DNA. (**D**) GSIS normalized to cellular insulin content. (**E**) qPCR quantification of ribosome-associated and total RNA for *INS*, *SCGN*, *SLC2A1*, *PFKFB3*, *SLC30A8*, *VPS41*, *IDH2*, *IGF2*, and *SLC2A2*, relative to 18S rRNA. *TUBG1* as control. (**F**) Representative immunoblots of islet lysates for INS, SCGN, SLC2A1, PFKFB3, SLC30A8, and VPS41. Tubulin as control. Tubulin for the SCGN panel and tubulin for the VPS41 panel are identical, since they were the same lanes on the gel. Quantification of mean ± SEM for *n* = 5 donors. *P_adj_ < 0.05, pre-planned paired *t* test (Bonferroni’s post hoc correction, **B** [GSIS] and **D**). ^#^*P* < 0.05, unpaired *t* test (**B** [Stim index] and **C**), paired *t* test (**E**), or ratio-paired *t* test (**F**).

**Figure 8:**
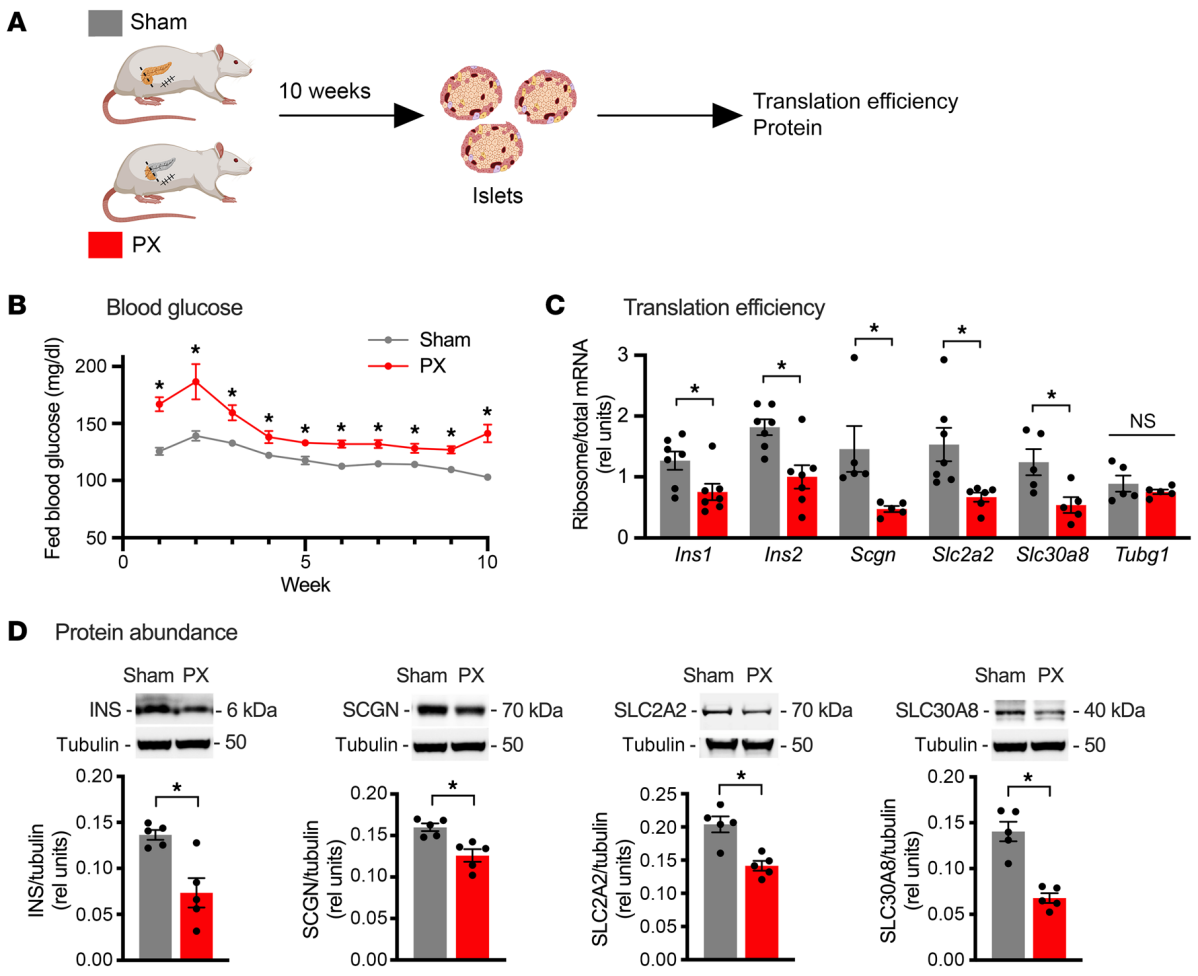
Translational regulation by hyperglycemia impacts protein abundance in partial pancreatectomy model of hyperglycemia. (**A**) Islets were isolated from Sprague-Dawley rats 10 weeks after sham (gray) or 90% pancreatectomy (PX, red) surgery. (**B**) Fed blood glucose. Mean ± SEM for *n* = 21 sham rats, *n* = 29 PX rats. (**C**) qPCR quantification of ribosome-associated and total islet RNA for *Ins1*, *Ins2*, *Scgn*, *Slc2a2*, and *Slc30a8*, relative to 18S rRNA. Tubg1 as control. Mean ± SEM for *n* = 5–7 samples, each pooled from 2–3 rats. (**D**) Representative immunoblots of islet lysates for INS, SCGN, SLC2A2, and SLC30A8 with tubulin as control. Tubulin for INS panel, SCGN panel, and SLC30A8 panel is identical, since these were the same lanes on the gel. Quantification of mean ± SEM for *n* = 5 samples, each pooled from 2–3 rats. *P < 0.05, unpaired *t* test (**B**–**D**).

**Table 1:**
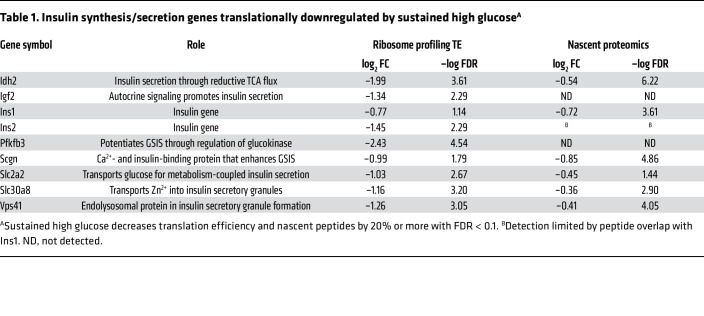
Insulin synthesis/secretion genes translationally downregulated by sustained high glucose^A^

## Version 1 11/30/2023

In-Press Preview

## Version 2 02/01/2024

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

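MIN6 cells were kept for 24 hours in 5.5 or 25 mM glucose, with 8 cultures per concentration in 2 batches of 4, and each culture gave an RPF library and a polyadenylated RNA library (32 libraries). According to the authors' methods, the deposited counts were made with the XPRESSyourself pipeline by aligning trimmed reads to the mouse genome (Ensembl release 102) in 2 passes, removing ribosomal RNA alignments and PCR duplicates, and counting reads on the exons or truncated coding sequences of the longest transcript of each protein-coding gene. The methods do not say which of these served which library type, nor the versions of the aligner and counter. The values are whole numbers whose totals differ between libraries, so they were taken as raw counts per gene. Gene symbols were found for 21826 of 21945 identifiers of the RNA table.

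Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. Libraries were scaled by TMM within each library type and genes filtered with filterByExpr. RNA and RPFs were each tested for 25 against 5.5 mM with edgeR's quasi-likelihood test and batch as a covariate, and TE as the interaction of library type and glucose in 1 model of all libraries, with batch within library type. Adjusted p-values are Benjamini-Hochberg, with calls under 0.01 for RNA and under 0.1 for RPFs and TE, the thresholds of the paper. TE per culture is the log2 ratio of RPF to RNA CPM with a pseudocount of 0.5 CPM. The SE of a log2 fold change was taken from its F statistic.

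Gene lists were tested with cameraPR at a preset correlation of 0.01 on signed z-scores, adjusted over the lists of each layer and called under 0.05, with an estimated correlation and fry beside it. The lists, Table 1 aside, were written from general knowledge and stand in for the Reactome sets, which are not used here. They cover the Table 1 genes, insulin processing, granule exocytosis, glucose metabolism, the TCA cycle, the electron transport chain, mitochondrially encoded genes, ER-to-Golgi transport, transcript transport, chromatin organization, splicing, cytosolic and mitochondrial ribosomal proteins, translation factors, deubiquitination, M phase, XBP1 and ATF6 targets, ATF4 targets, β cell identity, disallowed genes, the ERK response, ChREBP targets, cholesterol synthesis, other pancreatic cell types, replication-dependent histones and sensory receptors. The lists for ERK, both stress branches and sensory receptors were written after the leading rows of the paper's supplementary tables had been read. Genes are named if the paper names them for these cells, if they have the 5 highest or 5 lowest log2 fold changes of a layer among called genes of above-median expression with the same sign in both batches, or if they are among the 4 called members of a list with the smallest p. A gene that met this rule is not reported here. Leading values of Supplemental Tables 1 and 2 and Table 1 had been seen when this rule was written.

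The alternatives were DESeq2 size factors, library size scaling, no filter on low counts, no batch term, the replicate number as a block, each batch alone, each replicate left out in turn, DESeq2's Wald test, the culture as a block, limma on TE per culture with a pseudocount of 0.5 or 0.1 CPM, and a change of at least 20%. Leaving out the 5 RNA libraries of lowest depth, their cultures, the RPF library labelled 25 mM replicate 8, or these 6 libraries was chosen after seeing the data, as were the scaling alternatives for the lists in RNA and RPFs. The tests were tried on simulated counts of the same design and depth, where edgeR found 62.1% of genes with a 4-fold and 4.48% with a 2-fold change in RNA, and 97.0% and 43.3% without the 5 RNA libraries. False calls were at most 0.204% of unchanged genes. At the thresholds of 0.01 in RNA and 0.1 in RPFs and TE, 0 of 44, 17 of 183 and 8 of 80 edgeR calls were false. With DESeq2's Wald test 14 of 103, 11 of 176 and 14 of 93 calls were false. Each gene was drawn independently, without the shared difference of the 5 RNA libraries that stood apart. These shares of false calls therefore do not cover calls that come from those libraries. A comparison of RNA changes with the length of the 3′-untranslated region was not run. The nascent proteomics, polysome, qPCR and islet data are not analysed here.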

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

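The tests of mRNA levels in the cultures, of the Table 1 genes without the 5 RNA libraries and of the RPF library labelled 25 mM replicate 8 were chosen after the results had been seen.

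Among 56 groups of 8 samples, 9 held a sample far from the other 7, where chance gives about 1 in 20 groups. In RNA at 5.5 mM, replicate 3 had 5.04 CPM of Pfkfb3, the glycolytic activator, and 46.8 CPM of Eif2ak3, which encodes PERK. In RPFs at 5.5 mM, replicate 3 had 7012999 counts and a position of 0.291 between the glucose groups, replicate 7 had 41.6 CPM of Pfkfb3, and replicate 2 had 891 CPM of the growth factor Igf2. In RPFs at 25 mM, replicate 8 had a position of 0.0725, 437 CPM of Idh2, the mitochondrial isocitrate dehydrogenase, and 238 CPM of Atf4.

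RPF changes also appeared in groups of genes that the paper does not discuss as groups. The median log2 fold change was 0.56 for cytosolic ribosomal proteins, 0.62 for XBP1 and ATF6 targets, -0.63 for ATF4 targets, 0.36 for genes of other pancreatic cell types such as glucagon (Gcg), and 0.37 for replication-dependent histones. Of the ribosomal protein genes 39 were tested in RPFs, against 81 in RNA. Only 7 of the 37 listed genes of other pancreatic cell types were tested in RPFs.

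Of the 8 RNA libraries at 5.5 mM, 5 stood apart from the other 3. The other 3 were not alike. Their median correlation with the 25 mM RNA libraries was 0.892, 0.979 and 0.847 (replicates 1, 3 and 5). With the 5.5 mM RNA libraries it was 0.704, 0.693 and 0.825, against 0.918 to 0.939 for the 5. With every RNA library thinned to 3014785 counts, the median correlation with the 25 mM libraries was 0.644 for the 5 and 0.884 for the 3, which argues against depth as the whole cause. Across 8637 genes, the RPF difference between these cultures followed the RNA difference with a slope of 0.0043 (SE 0.0016), which argues against mRNA levels that differed between the cultures, unless translation offset them gene by gene. Histone transcripts without a poly(A) tail differed by a median log2 of 0.27, against -0.38 over all genes. The value of 0.27 lies between those expected with and without a loss of poly(A) selection. As a share of counts without TMM scaling, histones took 0.0155% to 0.0343% in the 5 and 0.0654% to 0.0770% in the 3. The sign thus depends on the scaling, and a loss of poly(A) selection stays open. Over the 5170 genes called in TE, the median size of the change without these libraries was 0.455 of that with all, so a large part of the TE changes may come from them.

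Of 100 splits of the 16 cultures, 1, the real one, called as many genes in TE (5170, highest other 3619), as did 1 in RNA (5030, highest other 2257) and 1 in RPFs (2689, highest other 1563). In RPFs this argues against chance. In TE and RNA, every split that divided the 5 cultures whose RNA library stood apart called 0 genes. Only 2 other splits compare there with the real one, so they cannot exclude chance. The splits point to a structure of the samples, since the pair of other splits with all 5 cultures on one side called a median of 2984.5 genes in TE and 1659 in RNA.

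The RPF library labelled 25 mM replicate 8 stood with the 5.5 mM libraries, at a position of 0.0725. The RNA library of the same culture lay at 1.11 on the corresponding scale (other 25 mM RNA libraries 0.876 to 1.17), which argues against a culture that did not respond to glucose. Its variation beyond counting noise from the RPF library labelled 5.5 mM replicate 8 was 0.00164, against 0.00464 for the next of 120 pairs. A candidate explanation is that both libraries hold RPFs of a single 5.5 mM culture, through a label or a sample handled in duplicate, and the counts alone do not show which.

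TE of the Table 1 genes was lower at 25 mM with all libraries. Without the 5 RNA libraries its median log2 fold change was -0.32, with 6 of 9 genes below 0. In RPFs alone, which use no RNA library, the median was -0.23, with 8 of 9 below 0. Both values lie between those set for and against each explanation, so the share of these RNA libraries and that of a glucose effect on ribosome occupancy cannot be told apart. The RPF median includes the RPF library labelled 25 mM replicate 8, and a median without it is not given here. In that library Ins2, Scgn, Pfkfb3 and Idh2 lay above every other 25 mM RPF library, and the other Table 1 genes within their range. Idh2 had 437 CPM in it against 242 to 307, and Scgn 350 against 134 to 294.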

How the results depend on the processing

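Leaving out the 5 RNA libraries, their cultures, the RPF library labelled 25 mM replicate 8 or the 6 libraries was chosen after seeing the data. The number of genes called moved more than 1.5-fold in these cases. RNA: 0 higher and 0 lower genes by edgeR in batch 1 alone (3526 at an unadjusted p under 0.05), 1342 higher without the 5 RNA libraries and 1342 lower under library size scaling, beside the replicate block below. RPFs: 197 higher and 94 lower in batch 2 alone, 610 and 462 without the 5 cultures. TE: 1147 higher and 4208 lower under library size scaling, 829 and 24 in batch 1 alone. With each replicate left out, higher genes ranged from 1024 (without replicate 6) to 2719 in RNA, with 1133 without replicate 7 or 8, and lower genes from 876 (without replicate 2) to 1593 in RPFs. Of the 7 lists called in TE, 2 passed under library size scaling, 0 with an estimated correlation in limma's camera, and 17 lists passed with fry, which does not compare a list with other genes. The cause was not tested.

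The number of genes stayed within 1.5 times of that reported under the other alternatives, replicates left out aside: 1850 to 2787 higher and 2480 to 3881 lower in RNA, 1152 to 1627 and 978 to 1593 in RPFs, and 1832 to 3147 and 1825 to 3293 in TE. Without the 6 libraries, the median change in TE of chromatin organization was 0.0049 with a rank below other genes (adjusted p = 0.83), and without the 5 RNA libraries it was 0.017 (adjusted p = 0.91), and that of 8 lists not called with all libraries turned sign, from -0.28 to 0.64 for the electron transport chain, from -0.064 to 0.65 for mitochondrial ribosomal proteins, from -0.77 to 0.16 for other pancreatic cell types and by less for glucose metabolism, deubiquitination, both stress lists and ChREBP targets.

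Log2 fold changes that turned sign were these: without the 5 RNA libraries, in RNA Ins1 -0.42, Ins2 -0.18, Scgn -0.96, Idh2 -0.19 and Tubg1 -0.13, in TE Ins1 0.51, Ins2 0.16, Scgn 0.20, Ucn3 1.03 and Tubg1 0.50; with DESeq2 size factors, in RNA Scgn -0.022, in TE Ucn3 0.055 and Atf4 0.072; without the batch term, in RNA Scgn -0.015, in TE Ucn3 0.020; in batch 1 alone, in RNA Scgn -0.34, in RPF Jund 0.028, in TE Ucn3 0.12; with DESeq2's Wald test, in RNA Scgn -0.021, in TE Ucn3 0.053 and Atf4 0.079; under library size scaling, in RNA Atf4 0.38, Jund 0.20 and Actb 0.59, in RPF Ins1 -0.030, in TE Mafa -0.021, Pdx1 -0.077, Jund -0.35 and Actb -0.37; without the filter, in RNA Actb 0.059; with the replicate block, in RPF Ins1 -0.0067, in TE Jund -0.025; without the RPF library labelled 25 mM replicate 8, in RPF Ins1 -0.018, in TE Ucn3 0.013; without their 5 cultures, in RPF Ins2 0.024, in TE C1qbp 0.031, Ins1 0.56, Ins2 0.27, Scgn 0.26, Ucn3 0.91, Atf4 0.039 and Tubg1 0.48; in batch 2 alone, in RPF Vps41 0.028; without the 6 libraries, in TE Ins1 0.47, Ins2 0.097, Scgn 0.014, Ucn3 1.05 and Tubg1 0.54; with the culture block, in TE Jund -0.018; with limma, in TE Jund -0.034. With each replicate left out, values that turned sign ranged as follows: RNA of Scgn from -0.14 to 0.37, RPF of Ins1 from -0.035 to 0.064 and TE of Ucn3 from -0.59 to 0.15. The cause was not tested.

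Depth and pairing set limits. RPF libraries held 363569 to 7012999 counts, and 8709 of the genes passed the filter against 12365 in RNA. Cultures of the same number were not treated as pairs across glucose, since the correlation of their deviations from the group means was over 0.1 in 4 of 8 cases in RNA (-0.011 to 0.240) and in 6 of 8 in RPFs (0.070 to 0.692), not in all. Cultures of the same number also share a batch. With deviations from the group and batch means, the correlation was over 0.1 in 2 of 8 cases in RNA (-0.162 to 0.148). In RPFs it was over 0.1 in 4 of 8 (0.0087 to 0.474). By either measure the best match had the same number for 1 of 8 in RNA and 4 of 8 in RPFs. This is a hint from the data and not the design, so a link within some numbers is not excluded. The replicate block gave 2111 higher and 1906 lower genes in RNA, against 2032 and 2998 without it.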

Differences from the paper's values

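For 16 of 32 genes with a TE value in the paper's supporting data of Fig. 3, all with the same sign, the log2 fold change differed from the paper's by more than its SE here, since no error is given beside those values. The 9 values of Table 1, read by eye, differed by less. The paper's value and the value here were 4.97 and 5.78 for Smap1, 4.52 and 5.47 for Eef2kmt, 3.62 and 4.20 for Syt11, 4.22 and 5.11 for Srsf11, 4.61 and 5.64 for Luc7l3, 4.53 and 5.52 for Rbm25, -3.59 and -2.82 for Zfp207, 4.09 and 5.02 for Nkx6-1, 3.92 and 4.79 for Eif5b, 3.68 and 4.54 for Crebbp, 3.74 and 4.80 for Chd4, 3.78 and 4.72 for Thoc2, 2.93 and 3.88 for Usp34, 2.77 and 3.77 for Neurod1, 1.95 and 2.52 for Chga and 2.06 and 2.65 for Chgb. Among the alternatives set before the data were examined, the replicate block, the culture block and limma on TE per culture brought all 16 within the SE of that fit. Without the filter on low counts all but Chd4, Usp34 and Neurod1 lay within it, in batch 1 alone all but Zfp207 and Neurod1, in batch 2 alone Chga and Chgb, and under library size scaling Luc7l3, Rbm25, Zfp207 and Chd4. With DESeq2 size factors, without the batch term, with DESeq2's Wald test and without replicate 5, 0 of 16 did. With another replicate left out these genes lay within the SE: Zfp207 without replicate 1, Smap1, Syt11, Srsf11, Rbm25, Zfp207, Eif5b, Chga and Chgb without replicate 2, Zfp207 without replicate 3, Smap1, Eef2kmt, Syt11, Srsf11, Luc7l3, Rbm25, Nkx6-1, Eif5b, Crebbp, Chd4, Neurod1, Chga and Chgb without replicate 4, Smap1, Eef2kmt, Syt11, Srsf11, Nkx6-1, Crebbp, Chga and Chgb without replicate 6, Smap1, Eef2kmt, Syt11, Nkx6-1 and Chga without replicate 7, Smap1, Eef2kmt, Syt11, Srsf11, Luc7l3, Rbm25, Zfp207, Eif5b, Crebbp, Thoc2, Chga and Chgb without replicate 8. The other genes did not.

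In RNA (16 genes) and RPFs (35 genes) no value differed. Numbers of genes at the paper's thresholds were 5030 here and 7117 in the paper for RNA, 2689 and 2728 for RPFs, 2697 and 3393 for higher TE, and 2473 and 3382 for lower TE, which are within 1.5 times.

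The paper counts Ins1, Ins2 and Scgn among genes with lower TE, and here their adjusted p from edgeR was 0.42, 0.18 and 0.14. Ins1 passed with limma (-0.97, adjusted p = 0.078). Ins2 and Scgn passed with the replicate block, the culture block, limma and without replicate 1 or 5 (adjusted p = 0.046, 0.059, 0.016, 0.095 and 0.063 for Ins2 and 0.027, 0.036, 0.029, 0.072 and 0.039 for Scgn). Scgn also passed without the RPF library labelled 25 mM replicate 8 (adjusted p = 0.067), an alternative chosen after seeing the values. The other 6 genes of Table 1 passed here.

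The paper places RNA splicing, deubiquitination and M phase among the pathways of higher TE, and insulin processing, ER-to-Golgi transport and glucose metabolism among those of lower TE. With the lists used here, which are not the Reactome sets, the adjusted p from cameraPR was 0.14, 0.64, 0.26, 0.33, 0.067 and 0.09 in this order, and M phase had a median of -0.38. With limma's fry, which tests whether a list moves 1 way on balance and does not compare it with other genes as cameraPR and the paper's test do, insulin processing, ER-to-Golgi transport and glucose metabolism passed as lower (adjusted p = 0.0025, 0.0089 and 0.03), as did M phase (5.1e-04). Chromatin organization, translation factors and ribosomal proteins (higher) and the TCA cycle (lower) passed with cameraPR in the paper's direction, none with an estimated correlation (adjusted p = 0.65), and without the 6 libraries, chosen after seeing the data, chromatin organization and the TCA cycle did not pass (adjusted p = 0.83 and 0.28).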

Other observations

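Results in this part without the 6 libraries, without the RPF library labelled 25 mM replicate 8 or without the 5 cultures were chosen after seeing the data. With all libraries, targets of ERK signalling moved both ways. RPFs of the ERK phosphatases Dusp6 and Dusp4 rose (log2 fold changes 3.29 and 2.02, adjusted p = 4.5e-08 and 7.1e-07 from edgeR's quasi-likelihood test), as did those of the transcription factor Etv5 (2.45, adjusted p = 8.7e-07), but the ERK list had 5 higher and 6 lower of 12 (5 and 6 adjusted over the list alone, median log2 fold change -0.094, adjusted p = 0.23) in RPFs (called as higher without the RPF library labelled 25 mM replicate 8, median 0.26, adjusted p = 0.029, and without the 5 cultures, median 0.39, adjusted p = 0.0023), 7 higher and 6 lower of 20 (7 and 6 adjusted over the list alone, median log2 fold change 0.58, adjusted p = 0.26) in RNA and 4 higher and 2 lower of 12 (3 and 0 adjusted over the list alone, median log2 fold change 0.25, adjusted p = 0.51) in TE, the last with a median of -0.56 under library size scaling. Of 37 listed genes typical of other pancreatic cell types, only 7 were tested in RPFs, with 5 higher and 0 lower (5 and 0 adjusted over the list alone). Their median log2 fold change was 0.36 (adjusted p = 6.4e-04 from cameraPR, and adjusted p = 0.19 with an estimated correlation). The higher genes include osteopontin, Spp1 (1.78), transthyretin, Ttr (1.59), and glucagon, Gcg (1.23, adjusted p = 1.4e-05 from edgeR's quasi-likelihood test). This list had 4 higher and 2 lower of 12 (4 and 2 adjusted over the list alone, median log2 fold change 1.04, adjusted p = 0.085) in RNA and 0 higher and 3 lower of 7 (0 and 3 adjusted over the list alone, median log2 fold change -0.77, adjusted p = 0.18) in TE.

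The lipogenic ChREBP targets had 1 higher and 6 lower of 15 (1 and 6 adjusted over the list alone, median log2 fold change -0.13, adjusted p = 0.077) in RPFs, and cholesterol synthesis 3 higher and 7 lower of 21 (4 and 7 adjusted over the list alone, median log2 fold change -0.12, adjusted p = 0.14), called as lower without the RPF library labelled 25 mM replicate 8 (adjusted p = 0.048). Mitochondrially encoded genes had 0 higher and 3 lower of 7 (0 and 1 adjusted over the list alone, median log2 fold change -1.21, adjusted p = 0.26) in TE, with mt-Nd1 of complex I at -1.61 (adjusted p = 0.022), and 5 lower without the 6 libraries (adjusted p = 0.0063). Mitochondrial ribosomal proteins had 22 higher and 15 lower of 72 (21 and 12 adjusted over the list alone, median log2 fold change -0.064, adjusted p = 0.65) in TE, with a median of 0.013 with DESeq2 size factors, and 45 higher and 2 lower without the 6 libraries (adjusted p = 2.8e-06). Nuclear-encoded genes of the electron transport chain had 17 higher and 19 lower of 69 (15 and 18 adjusted over the list alone, median log2 fold change -0.28, adjusted p = 0.64) in TE, with Ndufa2 at 2.02 (adjusted p = 6.8e-06), and 37 higher and 6 lower without the 6 libraries (adjusted p = 1.4e-05). Of 1518 sensory receptor genes, which β cells are not known to express, 5 had enough RNA counts for a test, with 1 higher and 1 lower (median 0.97, adjusted p = 0.40), and 1 in RPFs.

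The control gene Actb had a log2 fold change of -0.10 in RNA (adjusted p = 0.74, but log2 fold changes of 0.59 under library size scaling and 0.059 without the filter), 0.24 in RPFs (adjusted p = 0.09) and 0.45 in TE (adjusted p = 0.13, but a log2 fold change of -0.37 under library size scaling). Tubg1 had 0.58 in RNA, 0.27 in RPFs and -0.18 in TE (adjusted p = 0.13, 0.086 and 0.68), and without the 6 libraries it was called higher in TE (0.54, adjusted p = 0.017).

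In the paper's supporting values for Fig. 3B, which give the read lengths of the RPF libraries by glucose but not by replicate, the closest pair was a 25 mM and a 5.5 mM library, at a distance of 1.21% against 2.92% for the next pair. In those for Fig. 3C, the closest pair lay 0.078% apart in the distribution of reads, against 0.144% for the next.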
